# POGZ Is Required for Silencing Mouse Embryonic β-like Hemoglobin and Human Fetal Hemoglobin Expression

**DOI:** 10.1016/j.celrep.2018.05.043

**Published:** 2018-06-12

**Authors:** Bjorg Gudmundsdottir, Kristbjorn O. Gudmundsson, Kimberly D. Klarmann, Satyendra K. Singh, Lei Sun, Shweta Singh, Yang Du, Vincenzo Coppola, Luke Stockwin, Nhu Nguyen, Lino Tessarollo, Leifur Thorsteinsson, Olafur E. Sigurjonsson, Sveinn Gudmundsson, Thorunn Rafnar, John F. Tisdale, Jonathan R. Keller

## Abstract

Fetal globin genes are transcriptionally silenced during embryogenesis through hemoglobin switching. Strategies to derepress fetal globin expression in the adult could alleviate symptoms in sickle cell disease and β-thalassemia. We identified a zinc-finger protein, pogo transposable element with zinc-finger domain (POGZ), expressed in hematopoietic progenitor cells. Targeted deletion of *Pogz* in adult hematopoietic cells *in vivo* results in persistence of embryonic β-like globin expression without affecting erythroid development. POGZ binds to the *Bcl11a* promoter and erythroid-specific intragenic regulatory regions. Pogz^+/−^ mice show elevated embryonic β-like globin expression, suggesting that partial reduction of *Pogz* expression results in persistence of embryonic β-like globin expression. Knockdown of *POGZ* in primary human CD34^+^ progenitor cell-derived erythroblasts reduces *BCL11A* expression, a known repressor of embryonic β-like globin expression, and increases fetal hemoglobin expression. These findings are significant, since new therapeutic targets and strategies are needed to treat β-globin disorders.

## In Brief

Gudmundsdottir et al. show that POGZ represses embryonic globin gene expression in mouse and human erythroid cells, in part by regulating Bcl11a expression *in vitro* and *in vivo*. The molecular pathways regulated by POGZ may represent potential therapeutic targets to increase fetal globin expression in patients with sickle cell disease and β-thalassemia.

## INTRODUCTION

During mouse embryonic development, three distinct populations of erythroid cells are generated (Baron et al., 2013). The first are primitive erythroid cells, which arise from the yolk sac and mainly express embryonic β-like globins (*Hbb*-*bh1* and *Hbb*-*y*) and low levels of adult-type globins (*Hbb*-*b1* and *Hbb*-*b2*) (Kingsley et al., 2006; Palis, 2014). The second are definitive erythroid cells from the yolk sac that seed the fetal liver (FL). Initially, they express *Hbb*-*bh1* and *Hbb*-*y* and then switch to *Hbb*-*b1* and *Hbb*-*b2* expression (McGrath et al., 2011). The third population is hematopoietic stem cells (HSCs) that arise from intra-embryonic sites, including the aorta-gonad mesonephros region, that initially seed the FL and then home to the bone marrow and give rise to definitive erythroid cells. These erythroid cells express the adult *Hbb*-*b1* and *Hbb*-*b2* globins.

Sickle cell disease (SCD) and β-thalassemia are inherited human hemoglobin disorders, which result from globin gene mutations and represent a significant global health issue. Natural variations in fetal hemoglobin expression have been linked to the severity of disease outcome, such that individuals with higher fetal hemoglobin levels have less severe symptoms in SCD and β-thalassemia (Sankaran et al., 2010a). Genome-wide association studies identified three loci associated with increased fetal hemoglobin levels (Galarneau et al., 2010; Lettre et al., 2008; Uda et al., 2008), including *BCL11A*, which was subsequently shown to function as a transcriptional repressor of fetal hemoglobin (Sankaran et al., 2008). Conditional loss of *Bcl11a* in erythroid cells leads to increased embryonic β-like globin expression without affecting normal erythroid development, suggesting that BCL11A is a relevant therapeutic target (Xu et al., 2011). Recent experimental evidence confirmed that loss of *Bcl11a* expression in a preclinical model of SCD reversed sickling and end organ damage (Xu et al., 2011). Embryonic β-like globin is maintained in a repressed state by a multi-protein co-repressor complex, including BCL11A, GATA1, SOX6, and chromatin remodeling proteins, including Mi2β, HDAC1/2, LSD1/CoREST, and DMMT1 (Xu et al., 2010, 2013). These and other targets represent therapeutic opportunities to reactivate fetal globin to treat SCD and β-thalassemia (Bauer et al., 2012; Sankaran et al., 2008; Xu et al., 2013).

We identified a previously uncharacterized transcriptional regulator of hematopoiesis, POGZ (KIAA0461, ZNF280E), in a screen of a human hematopoietic progenitor cell line model (KG1) and its more differentiated progeny (Gudmundsson et al., 2007). POGZ is a zinc-finger containing protein, which binds to SP1, LEDGF, and heterochromatin proteins (Bartholomeeusen et al., 2009; Gunther et al., 2000; Nozawa et al., 2010), suggesting POGZ may have an important role in gene regulation; however, its function in hematopoiesis is currently unknown (Gudmundsson et al., 2007; Ishikawa et al., 1997; Nomura et al., 1994; Okazaki et al., 2003). Domain structure predictions by SMART analysis (Letunic et al., 2009; Schultz et al., 1998) indicate that POGZ has at least 8 C2H2 zinc fingers, suggesting it can bind DNA (Figure S1A). We show here that Pogz is expressed in normal mouse hematopoietic stem and progenitor cells (HSPCs), with the highest levels of expression in megakaryocyte erythroid progenitors (MEPs). We discovered that POGZ is essential for normal murine embryonic development, and uncovered a function of POGZ in the regulation of embryonic β-like globin expression *in vitro* and *in vivo*. Using mouse models that conditionally delete Pogz in adult mice, we demonstrate that *Pogz* is intrinsically required for normal globin switching, in part, by regulating *Bcl11a* expression. Furthermore, we show that knockdown of *POGZ* expression in human erythroid cells derepresses fetal globin expression. Our data provide evidence that Pogz is a regulator of mouse embryonic β-like globin expression and human fetal hemoglobin expression.

## RESULTS

### *Pogz* Is Expressed in Normal Murine Hematopoietic Stem and Progenitor Cells

We identified POGZ, a zinc-finger-containing protein, in a screen of the human hematopoietic progenitor cell line KG1, whose potential transcription factor activity and function in hematopoiesis were unknown (Gudmundsson et al., 2007). POGZ is expressed in KG1 cells, and POGZ RNA and protein levels are decreased during differentiation, suggesting that POGZ may function in hematopoietic cells (Figures 1A and 1B). POGZ is highly conserved from zebrafish to humans, with ~90% homology in coding sequence between human and mouse and 94% homology in amino acid sequence (Figure S1A). We performed a detailed analysis of *Pogz* expression in purified mouse HSPC populations and confirmed that *Pogz* is expressed in normal HSCs and common lymphoid progenitors (CLPs) and is reduced in common myeloid progenitors (CMPs) and granulocyte macrophage progenitors (GMPs), while *Pogz* expression is significantly higher in MEPs (Figure 1C). Inquiry of *Pogz* RNA expression in the BioGPS microarray database (Su et al., 2004) confirmed that *Pogz* is highly expressed in murine HSPCs and increased in MEPs and that *Pogz* is more broadly expressed in other tissues, including neural and eye tissue (Figure S1B). Finally, we compared POGZ protein expression in a limited tissue array and found that POGZ protein is highly expressed in adult mouse thymocytes and splenocytes, with lower levels of expression in peripheral blood cells (PBCs), bone marrow cells (BMCs), and liver cells (Figure 1D). Since POGZ is expressed in erythroid lineage cells, we used mouse erythroid leukemia (MEL) cells to examine the expression and subcellular localization of POGZ by immunofluorescence and determined that POGZ is mainly localized in the nucleus and is not present in the nucleolus (Figure 1E). Collectively, these results confirm that POGZ is expressed in normal mouse HSPCs, MEPs, and MEL cells, suggesting a potential role for POGZ in megakaryopoiesis and erythropoiesis.

### Reduced Output of Hematopoietic Cells and Deregulation of Genes Required for Erythropoiesis and Hemoglobin Switching in Pogz^−/−^ FL Cells

To uncover the physiological function of POGZ in hematopoietic development, we generated a mouse model to inactivate *Pogz* gene expression *in vivo* (Figures S1C–S1F) (Liu et al., 2003). We did not detect Pogz2^−/−^ pups at weaning in crosses of Pogz^+/−^ mice, suggesting that the Pogz^−/−^ mice died during embryonic development or shortly after birth. Further analysis showed that Pogz^−/−^ embryos rarely survived beyond embryonic day 16.5 (E16.5) when back-crossed 10 generations onto C57BL/6J background mice. Timed-pregnancy studies showed that some Pogz^−/−^ embryos were absorbed as early as E10.5, but we observed a consistent drop in animal survival around E15.5 (Figure 2A). The Pogz^−/−^ embryos were generally smaller and appeared anemic compared to their wild-type littermates; however, the precise cause of death is currently unknown (Figure 2B).

Since the FL is the major site of hematopoiesis in the embryo and Pogz^−/−^ embryos survive until E15.5–E16.5, we harvested FL cells from Pogz^+/+^ and Pogz^−/−^ embryos to examine lineage development by flow cytometry and performed differential gene expression analysis to identify potential pathways and target genes affected by the loss of *Pogz*. As expected, Pogz^−/−^ FL was significantly smaller, with fewer cells (Figure 2C). We found that the frequency of myeloid (macrophages [Mac1+Gr1−] and neutrophils [Mac1+Gr1+]) and B cells (CD19^+^) in Pogz^−/−^ FL was similar to Pogz^+/+^ FL; however, their total numbers were reduced due to the overall reduction in FL cellularity (Figures S2A–S2C). We observed increased frequencies of more primitive erythroid cells (S0–S2 cells) in Pogz^−/−^ FL (Figure S2D); however, the total number of the more mature erythroid cells was decreased at all stages of development (S3–S5) in Pogz^−/−^ FL (Figure S2E). Thus, erythroid, B, and myeloid cells are present in Pogz^−/−^ FL, but in greatly reduced numbers.

Concomitantly, we performed microarray analysis of RNA expressed in Pogz^+/+^ and Pogz^−/−^ E14.5 FL cells to identify potential target genes and pathways affected by the loss of *Pogz*. 

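FL cells from 3 Pogz+/+ and 3 Pogz−/− embryos at E14.5 were compared on 6 Affymetrix mouse genome arrays, 1 for each liver. The deposited values are linear probe set intensities that the authors made in Affymetrix Expression Console and scaled so that the 2% trimmed mean of each array is 150. Median intensity was 35.9 to 54.3 in Pogz+/+ and 29.7 to 31.5 in Pogz−/−, and the number of arrays limits the precision. Log2 of these values was tested with limma over 45037 probe sets, and over 18193 genes with the probe set of the highest mean signal for each gene. Pogz itself had 4 probe sets, of which 3 were higher and 1 was lower in Pogz−/−. The brightest was 9.24 ± 0.09 on the log2 scale in Pogz−/− and 9.05 ± 0.11 in Pogz+/+ (SD, n = 3 each; log2 fold change 0.18, adjusted p = 0.644 from limma). The dimmer probe sets had log2 fold changes of 2.17, 1.47 and −0.59 (limma over probe sets, adjusted p from 0.382 to 0.526). The first 2 of these were dim in Pogz+/+, with means of 3.80 and 3.98. Where these probe sets lie relative to the deleted exons is not known here, so they do not check the genotype. Xist, which is transcribed from the inactive X chromosome of females, was 12.8 to 12.9 in Pogz+/+ replicate 3 and Pogz−/− replicates 1 and 2, and 4.81 to 7.10 in the other arrays. The mean of 3 Y-linked genes was 2.15 to 3.97 in those arrays and 6.74 to 7.30 in the others, so both genotypes held both sexes. The list of sex-linked genes was not called (limma's camera, adjusted p = 0.793 over 6 arrays), but Xist and Y-linked genes move in opposite directions with sex. A directional test therefore cannot show that the sexes were balanced. By Xist, their proportions differed between genotypes.

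Pogz+/+ replicate 1 stood apart from the other arrays. Its ratio of 3′ to 5′ signal, which is higher where RNA or labelled target is shorter, was 52.3 for the β-actin control, against 5.50 and 6.63 in the other Pogz+/+ arrays and 3.72 to 4.09 in Pogz−/−. For the Gapdh control the ratio was 15.3 in replicate 1, 7.37 and 9.29 in the other Pogz+/+ arrays and 4.87 to 5.08 in Pogz−/−. Both ratios were higher in every Pogz+/+ array than in every Pogz−/− array (exact permutation test, two-sided p = 0.1 for each, the smallest that 3 arrays against 3 allow), so the ratio moved with genotype even without replicate 1. Across 45037 probe sets, which are not independent replicates, replicate 1 correlated with the other arrays at r = 0.794 to 0.810, and the other pairs at r = 0.884 to 0.906. The paper's Table S1 follows from 2 Pogz+/+ arrays. Its printed p-values differ by at most 8.25e-06 from those that its own printed means and SEMs give for 2 against 3 arrays. For 3 against 3, the p-values of Table S1 differ by up to 0.0266. Its Pogz+/+ means correlated with those of replicates 2 and 3 at r = 0.959 across its probe sets, with those of all 3 at 0.938, and with the other pairs at 0.912 and 0.910. The test over all 6 arrays is the one that was planned. A test without Pogz+/+ replicate 1, with limma's trend and robust settings, was chosen after the data were examined. The paper gives n = 3 for each genotype, and its text gives no reason to leave an array out.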

We found that 1,062 genes were differentially expressed in Pogz^−/−^ versus Pogz^+/+^ FLs using >1.5-fold change in gene expression as a cutoff (Table S1). 

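Without Pogz+/+ replicate 1 and with limma's trend and robust settings, 439 genes rose and 376 fell in Pogz−/− FL, of which 315 and 182 changed at least 1.5-fold. On the same 5 arrays limma's plain fit called 0 genes, where 2385 had an unadjusted p under 0.05. Rsad2, which encodes the interferon-induced antiviral protein viperin, rose by 2.92 on the log2 scale (SE 0.15, adjusted p = 9.3e-06 from limma with trend and robust), from 7.93 ± 0.23 (SD, n = 2) to 10.84 ± 0.24 (SD, n = 3). Chil3, a chitinase-like protein of myeloid cells, rose by 2.94 (SE 0.27, adjusted p = 0.000403 from the same test). Snhg14, a noncoding RNA of an imprinted locus, rose by 2.65 (SE 0.25, adjusted p = 0.000488). Among the 10 genes with the largest falls, Oprm1, the mu opioid receptor, fell by 2.58 (SE 0.59, adjusted p = 0.0303) and St8sia5, a sialyltransferase, by 1.90 (SE 0.35, adjusted p = 0.0123). The other 8 were Hectd2os, Ppp1r2-ps7, Poteg, Tram1l1, Pym1, Syt7, Kcnip2 and Gdpd5, and all 10 were dim in Pogz−/− (mean log2 signal 4.97 or less). The size and order of these falls are therefore uncertain. After quantile normalization the calls of Poteg, Tram1l1, Pym1, Kcnip2 and Gdpd5 were lost (adjusted p from 0.0521 to 0.0716).

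Genes of the germline and testis were among the largest rises. Slc25a31, the ADP/ATP carrier of male germ cells, rose by 3.20 (SE 0.33, adjusted p = 0.000844), Fmr1nb, a testis-expressed protein, by 3.14 (SE 0.23, adjusted p = 0.000185), and, outside the 10 largest rises, Rpl39l, a testis paralog of a ribosomal protein gene, by 2.54 (SE 0.25, adjusted p = 0.000705). Cyct, the testis cytochrome c, rose by 2.76 and the Polycomb-related gene Scml2 by 2.95. In Pogz+/+ without replicate 1, the mean log2 signal was 3.86 for Slc25a31, 3.80 for Cyct, 3.74 ± 2.02 (SD, n = 2) for Scml2 and 4.41 for Chil3, under the median of all probe sets (4.91), so the size and order of these rises are uncertain. Gstt3, P4htm and 2310034G01Rik, dim in Pogz+/+ (mean log2 signal 2.22 or less), were also among the 10 largest rises, with Rsad2, Chil3 and Snhg14. Of 8 germline genes picked from Table S1, which is not independent evidence because the study chose them on these samples, 7 rose (8 adjusted over the list alone), with a camera adjusted p of 2.2e-09, and 0.200 with an estimated correlation. The exception was Trap1a, a tumor antigen gene of testis and placenta. It was 10.02 ± 0.04 (SD, n = 3) in Pogz−/− and 2.69, 5.81 and 1.84 in the Pogz+/+ arrays, with an adjusted p of 0.164 without replicate 1 and 0.0212 over 6 arrays with trend and robust. In a wider list of 31 germline genes silenced in somatic cells, which also holds Slc25a31, 2 genes rose and none fell (3 rose adjusted over the list alone; camera adjusted p = 0.808, and 0.845 with an estimated correlation).

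Over all 6 arrays, limma called 0 of 18193 genes and 0 of 45037 probe sets at an adjusted p under 0.05 and a 1.5-fold change, where 2389 genes and 5280 probe sets had an unadjusted p under 0.05. The methods' t-test after Benjamini-Hochberg adjustment called 0 genes and 1 probe set, which was lower. With trend and robust, 18 genes rose and 4 fell, and 21 of these 22 were also called without replicate 1; they include Rsad2, Chil3, Fmr1nb, Hbb-bh1 and Runx1t1. The log2 fold changes over 6 arrays were 2.48 for Rsad2, 2.74 for Chil3, 2.44 for Snhg14, 3.82 for Slc25a31, 3.77 for Fmr1nb, 2.48 for Rpl39l, 2.74 for Cyct and 3.63 for Scml2, and −2.90 for Oprm1 and −1.99 for St8sia5 (plain fit, adjusted p from 0.216 to 0.329). Without replicate 1, trend and robust called 805 probe sets, 518 higher and 287 lower, and the plain fit 0, where 4946 had an unadjusted p under 0.05. Genes whose 3 Pogz−/− arrays all lay above all Pogz+/+ arrays numbered 1962 (10.8%), and 2965 (16.3%) lay below, against 10% by chance for both directions together. The median log2 fold change of all genes without replicate 1 was −0.10 as deposited, −0.02 after quantile normalization and 0.18 after centring each array on its median. Among genes changed 1.5-fold or more, 258 were higher and 165 lower after quantile normalization, and 1341 higher and 63 lower after median centring.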

Ingenuity Pathway Analysis (IPA) of differentially expressed genes identified the “hematological system and development and function” as a top physiological system affected, and hematological disease” as a top disease and disorder affected (Figure S2F). 

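Among groups of blood cell genes, limma's camera at its preset correlation called those of granulocytes higher in Pogz−/− FL and those of B cells lower, calls that were lost with an estimated correlation. Of 17 granulocyte genes, 5 rose without Pogz+/+ replicate 1 and none fell. They include Camp, the cathelicidin of neutrophil granules, which rose by 1.09 on the log2 scale (SE 0.12, adjusted p = 0.000902 from limma with trend and robust), Lcn2, a granule protein that binds bacterial siderophores, by 0.59, and Ctsg, the protease cathepsin G, by 0.45, and also Ltf, lactoferrin, whose call was lost after quantile normalization (adjusted p = 0.0730). Adjusted over the list alone, 6 rose and 1 fell, and limma's camera gave the list an adjusted p of 0.000383 (0.564 with an estimated correlation; over 6 arrays 0.00149 and 0.408). None of 15 B cell genes passed the test, also when adjusted over the list alone, but their median log2 fold change was −0.65 and camera gave an adjusted p of 0.00106 (0.564 with an estimated correlation; over 6 arrays 0.00149 and 0.408).

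The lists of macrophages, of mast cells, basophils and eosinophils, of T and natural killer cells and of megakaryocytes and platelets were not called. Of 20 macrophage genes, 1 rose (1 adjusted over the list alone): Lyz2, the lysozyme that granulocytes also make, by 0.91 (camera adjusted p = 0.709 and 0.845 with an estimated correlation). Of 11 genes of mast cells, basophils and eosinophils, Prg2 and Epx, eosinophil granule proteins, rose (2 adjusted over the list alone; camera adjusted p = 0.709, and 0.845 with an estimated correlation), although the list's median was −0.39, and the call of Epx was lost after quantile normalization (adjusted p = 0.0566). Of 16 genes of T and natural killer cells, Nkg7, a cytotoxic granule protein, rose by 1.17 and Zap70, a kinase of the T cell receptor, fell by 1.00, with the same counts adjusted over the list alone (camera adjusted p = 0.652, and 0.749 with an estimated correlation). The median of this list was −0.79, lower than that of the B cell list, at the 2.37th percentile of random lists matched on signal. Of 19 genes of megakaryocytes and platelets, 1 rose (1 adjusted over the list alone), Thbs1, by 0.93 (camera adjusted p = 0.499, and 0.845 with an estimated correlation).

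Genes of the hypoxia response were called higher by camera at its preset correlation, a call lost with an estimated correlation and with fry, and did not all move in 1 direction. Of 24 measured, P4ha1, a collagen prolyl hydroxylase, rose by 1.50, the glycolytic enzyme Hk2 by 0.93 and the histone demethylase Kdm3a by 0.89, while Slc2a1, the glucose transporter that red cells also carry, fell by 0.52, a call lost after median centring (adjusted p = 0.0777). Adjusted over the list alone, 5 rose and 1 fell (camera adjusted p = 0.00106, and 0.577 with an estimated correlation; over 6 arrays 0.000142 and 0.408). In Pogz+/+ replicate 1, the array with the largest 3′ to 5′ ratios, the hypoxia list lay at the 2.76th percentile of random lists matched on signal against the other Pogz+/+ arrays, and the granulocyte list at the 69.2th. In all, camera called 6 of 29 lists over 6 arrays, 5 higher and 1 lower, and 8 lists without replicate 1, 4 in each direction. It called 0 with an estimated correlation on either set of arrays. That setting is weak here. For the germline genes picked from Table S1 the estimated correlation was 0.0021, under the preset 0.01. Their unadjusted camera p over 6 arrays still rose from 1.2e-12 to 0.0019. A call lost at this setting therefore does not show that correlated genes made it.

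**Figure D1:**
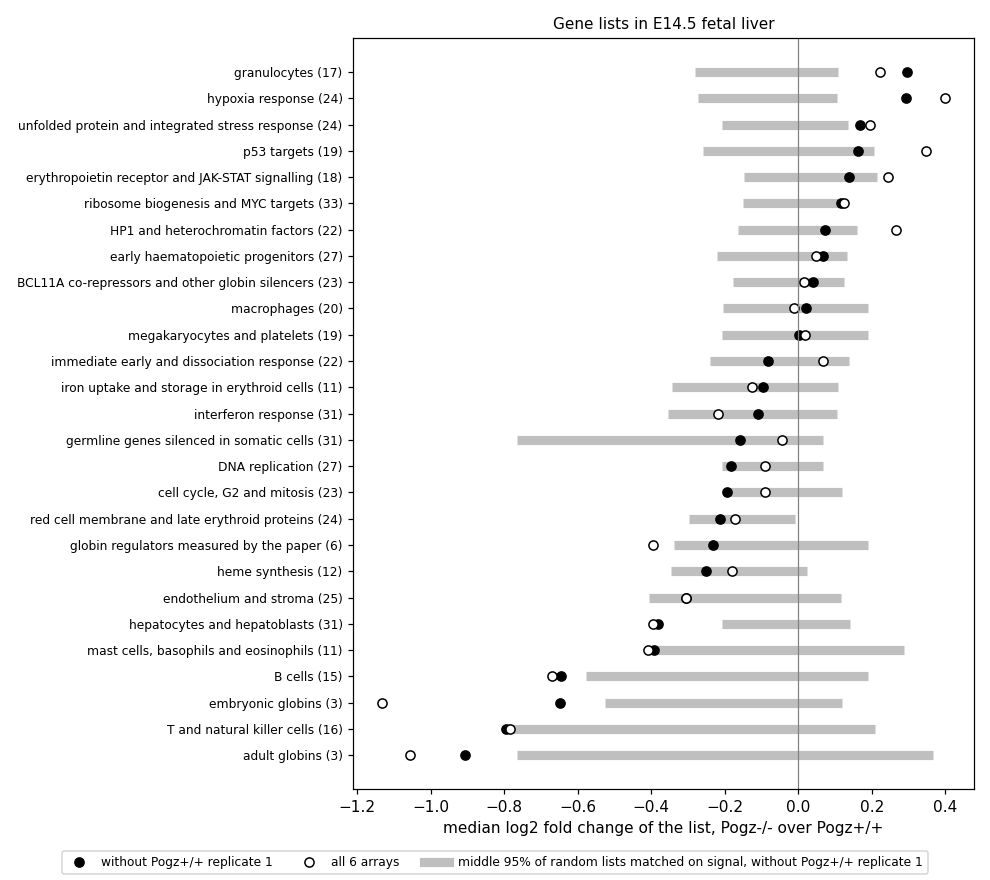
Median log2 fold change (Pogz−/− over Pogz+/+) of gene lists, with the number of genes measured in parentheses. Filled dots are without Pogz+/+ replicate 1, open dots over all 6 arrays, and gray bars span the middle 95% of 10000 random lists matched on signal. Without replicate 1, medians above the middle 95% were those of granulocytes (0.30), hypoxia response (0.29), unfolded protein response, ribosome biogenesis and picked germline genes. Medians below it were those of B cells (−0.65), T and natural killer cells, hepatocytes, embryonic globins, adult globins and G2 and mitosis. After quantile normalization (not drawn) ribosome biogenesis (0.10), T and natural killer cells (−0.50) and embryonic globins (−0.10) lay inside the middle 95%. Mast cells, basophils and eosinophils (−0.43) then lay below it.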

Differentially expressed genes were linked to erythrocytosis and hereditary persistence of fetal hemoglobin (HPFH) and included *Jak2*, *c-kit*, and *c-myb* (all upregulated) and *Bcl11a* and *Tfrc* (both downregulated) in Pogz^−/−^ FL cells compared to Pogz^+/+^ FL cells (Figure 3A). 

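Kit and Myb rose in E14.5 Pogz−/− FL and Tfrc fell, without Pogz+/+ replicate 1, whereas Jak2 and Bcl11a did not pass the test on their brightest probe sets. Kit, the receptor for stem cell factor on hematopoietic progenitors, was 8.93 ± 0.12 on the log2 scale in Pogz−/− (SD, n = 3) and 8.03 ± 0.06 in Pogz+/+ (SD, n = 2), a log2 fold change of 0.91 (SE 0.13, adjusted p = 0.00421 from limma with trend and robust). Its dimmer probe set had a log2 fold change of −0.12. Myb, a transcription factor of progenitors that declines as erythroid cells mature, rose by 0.45 (SE 0.09, adjusted p = 0.0165), and all 3 of its probe sets were higher. One of the 2 dimmer ones, the one that Table S1 lists, rose by 1.28 (SE 0.13, adjusted p = 0.00109 over probe sets). It was also called over all 6 arrays with trend and robust (1.44, adjusted p = 0.0439).

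Tfrc, the transferrin receptor through which erythroid cells take up iron, fell by 0.41 (SE 0.08, adjusted p = 0.0147), and all 3 of its probe sets were lower. One of its dimmer probe sets, the one that Table S1 lists, fell by 1.22 (SE 0.13, adjusted p = 0.00134 over probe sets). It fell by 1.17 after quantile normalization, which ended the call of the brightest one (−0.18, adjusted p = 0.343). For Bcl11a, a repressor of embryonic and fetal globin genes, the brightest of 7 probe sets had a log2 fold change of −0.30 (SE 0.11, adjusted p = 0.181), 5 of the 7 were lower and 2 were higher. A dimmer probe set, the one that Table S1 lists, fell by 0.76 (SE 0.17, adjusted p = 0.0391 over probe sets), from 8.32 ± 0.06 (SD, n = 2) to 7.56 ± 0.20 (SD, n = 3). Its call was kept after quantile normalization (adjusted p = 0.0347) and lost after median centring (−0.49, adjusted p = 0.133). For Jak2, the kinase that the erythropoietin receptor activates, the brightest probe set had a log2 fold change of −0.06 (SE 0.11, adjusted p = 0.822). The dimmer one, which is the one that Table S1 lists, was 0.56 (SE 0.18, adjusted p = 0.155 over probe sets).

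Over all 6 arrays, limma called none of the 5 genes. The log2 fold changes were 1.28 for Kit (adjusted p = 0.330), 0.58 for Myb (adjusted p = 0.367), −0.37 for Tfrc (adjusted p = 0.415), −0.42 for Bcl11a (adjusted p = 0.422) and −0.01 for Jak2 (adjusted p = 0.988). Probe sets of 1 gene moved apart: within genes, those higher in Pogz+/+ replicate 1 than in another Pogz+/+ array were lower in Pogz−/− than in the remaining one (r = −0.28 and −0.26 for the 2 pairings, across 12835 probe sets that are not independent replicates).

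**Figure D2:**
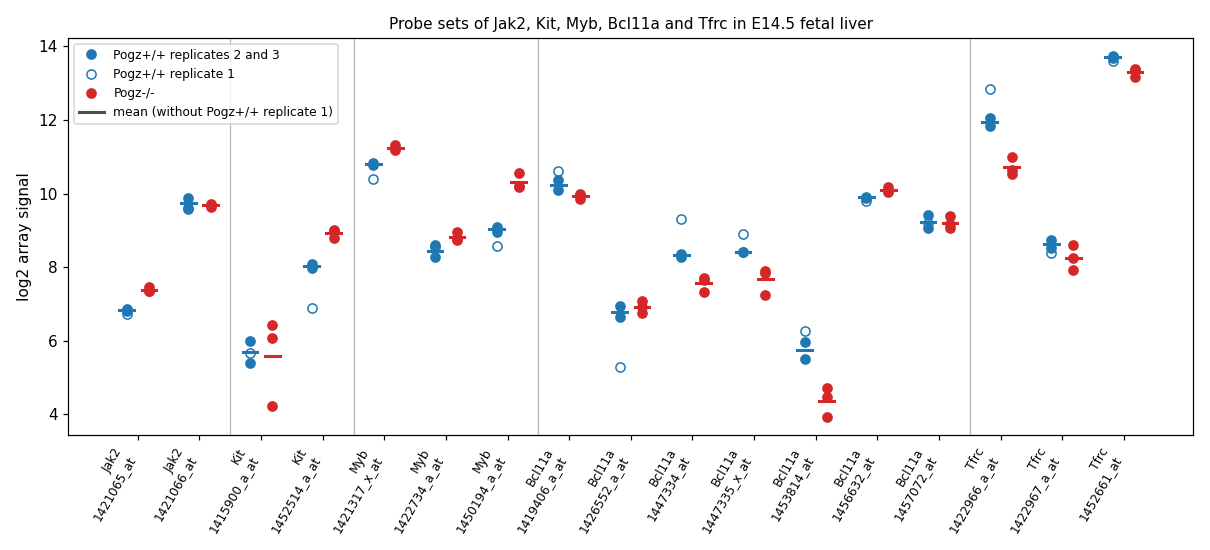
Log2 signal of each probe set of Jak2, Kit, Myb, Bcl11a and Tfrc in each E14.5 array; open circles are Pogz+/+ replicate 1 and bars are means without it. The 3 Myb probe sets are higher and the 3 Tfrc probe sets lower in Pogz−/−, while those of Jak2, Kit and Bcl11a go both ways.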

Taken together, the data from the microarray analysis suggests that loss of *Pogz* may lead to deregulation of erythropoiesis and globin gene expression.

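At E14.5 the embryonic β-like globin gene Hbb-bh1 was lower in Pogz−/− FL. Hbb-bh1 fell, without Pogz+/+ replicate 1, from 13.08 ± 0.16 (SD, n = 2) to 11.72 ± 0.20 (SD, n = 3), a log2 fold change of −1.36 (SE 0.11, adjusted p = 0.000376 from limma with trend and robust), and all 3 of its probe sets fell. Over 6 arrays it was −1.36 too, called with trend and robust (adjusted p = 0.0212) and not by limma's plain fit (adjusted p = 0.253). Its dimmest probe set was −0.62 without replicate 1, but −0.19 over 6 arrays (plain fit, adjusted p = 0.857 over probe sets). Hbb-y, the other embryonic β-like globin, fell by 0.65 (SE 0.06, adjusted p = 0.000705), but its change after quantile normalization was −0.10 (adjusted p = 0.412). Its probe set lay near the largest intensity of each array. That maximum also fell, from 47742 and 41863 in Pogz+/+ replicates 2 and 3 to 27248 to 33880 in Pogz−/−. The size of the Hbb-y fall is therefore uncertain. Hba-x, the embryonic α-like globin, had a log2 fold change of 0.34 (SE 0.25, adjusted p = 0.531). The adult gene Hbb-b2 fell by 0.66 (SE 0.14, adjusted p = 0.0242), a call lost after quantile normalization (−0.50, adjusted p = 0.0794). Over 6 arrays the plain fit gave −1.13 for Hbb-y (adjusted p = 0.380), 0.77 for Hba-x (adjusted p = 0.466) and −0.94 for Hbb-b2 (adjusted p = 0.365), and when each array was left out in turn they ranged from −1.40 to −0.65, from 0.34 to 1.14 and from −1.15 to −0.66. Of the 3 Hbb-y probe sets, the dimmest was not lower over 6 arrays (0.0079). Of 3 embryonic globins 2 fell (2 adjusted over the list alone; camera adjusted p = 0.146), and of 3 adult globins measured 1 fell (3 adjusted over the list alone; camera adjusted p = 0.113); both gave an adjusted p of 0.577 with an estimated correlation.

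Of the 6 globin regulators that the paper later measured, 2 fell (3 adjusted over the list alone; camera adjusted p = 0.311, and 0.577 with an estimated correlation). Nfe2, a subunit of an activator of globin genes, fell by 0.66 (SE 0.12, adjusted p = 0.0120), a call lost after median centring (−0.38, adjusted p = 0.0719). Klf1, a master activator of erythroid genes, fell by 0.39 (SE 0.08, adjusted p = 0.0177), a call lost after quantile normalization (−0.17, adjusted p = 0.281). The log2 fold changes of Gata1 (−0.10, adjusted p = 0.590), its cofactor Zfpm1 (Fog1; −0.16, adjusted p = 0.378) and Klf2 (0.46, adjusted p = 0.237) did not pass. Over 6 arrays they were −0.13, −0.37 and 0.41. When each array was left out in turn, Zfpm1 ranged from −0.49 to −0.16. Of 23 BCL11A co-repressors and other globin silencers, the methyltransferase Prmt5 and the demethylase Kdm1a rose, and the histone-binding proteins Rbbp4 and Rbbp7 fell. After quantile normalization the calls of Prmt5 (adjusted p = 0.0601), Kdm1a (adjusted p = 0.0809) and Rbbp7 (adjusted p = 0.0619) were lost, and after median centring those of Rbbp4 and Rbbp7. The list as a whole was not called (2 rose and 3 fell adjusted over the list alone; camera adjusted p = 0.499, and 0.659 with an estimated correlation).

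Of 24 genes of the red cell membrane and late erythroid cells, 6 fell and none rose. Slc4a1, the anion exchanger of the red cell membrane, fell by 0.69 (SE 0.07, adjusted p = 0.000902), Tspan33, an erythroid tetraspanin, by 0.57 and Icam4, a red cell adhesion molecule, by 0.62; the calls of Tspan33 and Icam4 were lost after median centring (adjusted p = 0.0767 and 0.0611). Adjusted over the list alone, 11 fell and 1 rose (camera adjusted p = 0.0366 and 0.564 with an estimated correlation; 0.554 over 6 arrays), and after quantile normalization the list was not called (adjusted p = 0.135). Of 12 genes of heme synthesis 4 fell, among them Urod, which fell by 0.54 (SE 0.06, adjusted p = 0.00157), and the first enzyme of the erythroid pathway, Alas2, by 0.48. Of the 4 calls, that of Urod alone was kept after quantile normalization (Alas2, adjusted p = 0.0921) and after median centring. Adjusted over the list alone 6 fell (camera adjusted p = 0.0339, and 0.564 with an estimated correlation; 0.434 over 6 arrays; 0.0695 after quantile normalization). After median centring the medians of both lists were above 0, at 0.06 for late red cells and 0.02 for heme synthesis, against 0.18 for all genes. As deposited, the 2 medians lay inside the middle 95% of random lists matched on signal, at the 22.93th and 19.03th percentiles. Of 11 genes of iron uptake and storage, Tfrc, the mitochondrial iron importer Slc25a37 and the ferritin chain Fth1 fell (3 fell and 1 rose adjusted over the list alone; camera adjusted p = 0.741, and 0.845 with an estimated correlation), and all 3 calls were lost after quantile normalization (adjusted p = 0.0532 for Slc25a37 and 0.693 for Fth1).

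Of 27 genes of early hematopoietic progenitors, Bmi1, Kit, Myb and Ikzf1 rose, the last not after quantile normalization (adjusted p = 0.0654), and none fell (5 rose and 1 fell adjusted over the list alone; camera adjusted p = 0.311, and 0.577 with an estimated correlation). In the list of erythropoietin receptor and JAK-STAT signalling, Jak1 rose and the survival gene Bcl2l1 fell, a call lost after median centring (adjusted p = 0.225), with the same counts adjusted over the list alone (18 genes; camera adjusted p = 0.177, and 0.577 with an estimated correlation). In Pogz+/+ replicate 1, with its high 3′ to 5′ ratios, the list of late red cell genes lay at the 3.97th percentile of random lists matched on signal against the other Pogz+/+ arrays, that of heme synthesis at the 1.94th and that of early progenitors at the 11.8th. From its array data, the paper proposes that loss of Pogz may deregulate erythropoiesis and the expression of globin genes.

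**Figure D3:**
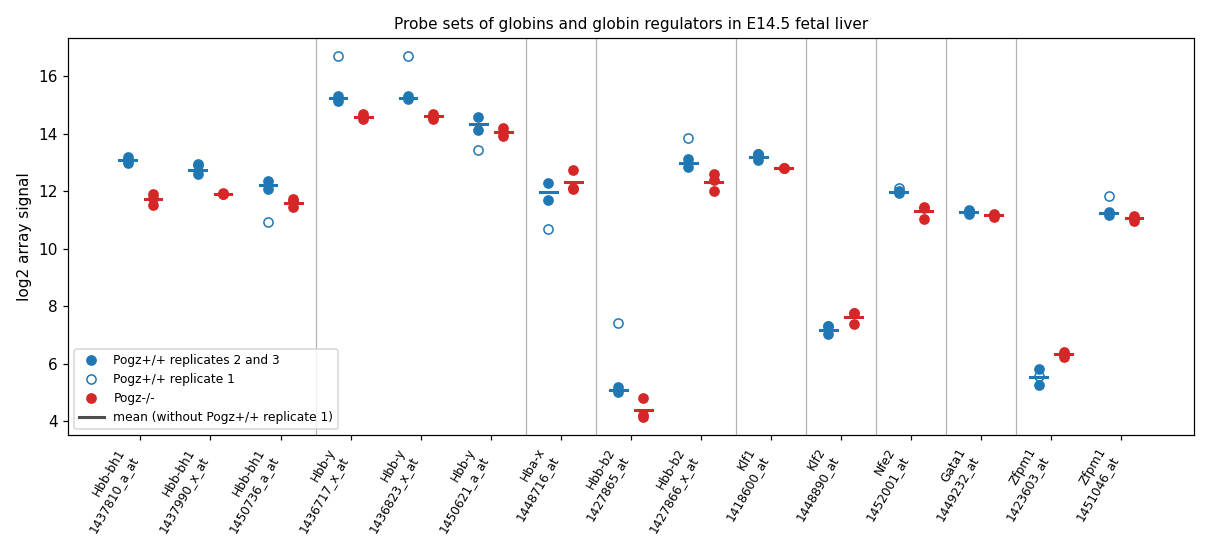
Log2 signal of each probe set of globin genes and globin regulators in each E14.5 array; open circles are Pogz+/+ replicate 1 and bars are means without it. All 3 Hbb-bh1 probe sets are lower in the Pogz−/− mean, and the single Hba-x probe set is higher by 0.34, which did not pass the test.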

### Loss of *Pogz* Expression Leads to Downregulation of *Bcl11a* and Increased Embryonic β-like Globin Expression

Since *Pogz* is highly expressed in MEPs, and loss of *Pogz* expression affects the expression of genes and pathways required for erythroid development and globin gene expression (Figure 3A), we determined the expression of known transcriptional regulators of erythroid and globin gene expression, including *Klf1*, *Klf2*, *Nfe2*, *Gata1*, *Fog1*, and *Bcl11a*, at E16.5 in Pogz^+/+^ and Pogz^−/−^ FL by real-time qPCR. We found that the expression of *Bcl11a* and *Klf2* was significantly reduced in RNA obtained from E16.5 Pogz^−/−^ FL cells compared to Pogz^+/+^ FL cells, whereas the expression of *Klf1*, *Gata1* and *Fog1* was not significantly different (Figure 3B). We also confirmed a decrease of *Bcl11a* expression at the protein level in E15.5 Pogz^−/−^ FL by western blot analysis (Figure 3C). Since BCL11A is a critical regulator of the switch between fetal and adult globin expression in definitive erythroid cells (Sankaran et al., 2008, 2009, 2010b), we analyzed the expression of the embryonic α- and β-like globins *Hbb*-*y*, *Hbb*-*bh1*, and *Hba*-*x* in E16.5 Pogz^−/−^ FL RNA. We found that the expression of the embryonic globins was significantly upregulated in the Pogz^−/−^ FL compared to Pogz^+/+^ FL (Figure 3D). Thus, expression of *Bcl11a* is decreased and embryonic globin expression is increased in Pogz^−/−^ FL cells, suggesting that Pogz may function to regulate embryonic globin gene expression.

### Persistence of Embryonic Globin Expression Is Intrinsic to *Pogz*^−/−^ Hematopoietic Cells

To determine if the increased expression of embryonic globin observed in Pogz^−/−^ FL cells was intrinsic to hematopoietic cells and not an indirect effect due to loss of *Pogz* function in the microenvironment, we transplanted 1 × 10^6^ E15.5 Pogz^+/+^ and Pogz^−/−^ FL cells into lethally irradiated recipient mice (Figure 4A). We found no difference in the number of differentiating erythroid cells at all stages of development (S0–S5) in the bone marrow of mice transplanted with Pogz^−/−^ and Pogz^+/+^ FL cells (Figure S3A). Since CD45 is expressed on more primitive S1, S2, and S3 cells and is decreased during differentiation (S4–S5 cells), we gated on donor-derived CD45.2^+^ cells in mice transplanted with FL cells. Mice transplanted with Pogz^−/−^ FL showed reduced numbers of S1/S2 cells and no difference in the number of S3, S4, or S5 cells compared to mice transplanted with Pogz^−/−^ FL cells, suggesting relatively normal red cell output after transplantation (Figure S3B). We obtained RNA from PBCs 5 weeks after transplantation (short-term reconstitution) and analyzed *Hbb*-*y* and *Bcl11a* expression by real-time qPCR in recipient mice reconstituted with Pogz^+/+^ or Pogz^−/−^ hematopoietic cells. *Hbb*-*y* expression was significantly upregulated in all recipient mice that received Pogz^−/−^ FL cells, while *Hbb*-*y* expression was silenced in recipient mice transplanted with Pogz^+/+^ FL cells (Figure 4A, left panel). The expression of *Bcl11a* was downregulated in mice transplanted with Pogz^−/−^ FL cells in comparison to mice transplanted with Pogz^+/+^ FL cells (Figure 4A, right panel). Furthermore, analysis of *Hbb*-*y* expression 3 months post transplantation (long-term reconstitution) confirmed that *Hbb*-*y* expression remained elevated in mice transplanted with Pogz^−/−^ FL cells, indicating that *Hbb*-*y* expression is not silenced in erythroid cells arising from long-term reconstituting HSPCs (Figure S4A). Collectively, these data suggest that loss of *Pogz* leads to an intrinsic derepression of embryonic β-like globin expression.

While transplantation of Pogz^−/−^ FL cells provides evidence for an intrinsic role of Pogz in regulating embryonic globin gene expression, we sought to confirm this in a model where we could delete *Pogz* in hematopoietic lineage cells in adult mice and limit the potential of non-cell-autonomous effects. First, we bred Pogz conditional mice (Pogz^f/f^) to EpoR-cre transgenic mice (Heinrich et al., 2004) (Pogz^f/f^; EpoR-cre); however, *Pogz* was variably deleted in this model (data not included), which precluded using these mice for further studies. Therefore, we bred Pogz^f/f^ mice to Mx1-cre mice and transplanted BMCs from Pogz^+/+^; Mx1-cre and Pogz^f/f^; Mx1-cre into irradiated recipients to generate chimeric mice (Kühn et al., 1995). Six weeks after bone marrow transplantation (BMT), we treated mice with polyinosinic:polycytidylic acid (pIpC) to delete *Pogz* in hematopoietic cells. Twelve weeks after *Pogz* deletion we analyzed (1) BMCs to confirm that *Pogz* was deleted, (2) PBCs for complete blood cell (CBC) analysis, (3) BMCs for MEP and erythroid development, and (4) PBCs for expression of *Pogz* and *Hbb*-*y* globin. Pogz was efficiently deleted in the chimeric Pogz^f/f^; Mx1-cre transplanted mice (Figure S4B), and results of CBC analysis of mice 12 weeks after deletion of *Pogz* were normal, suggesting that Pogz is not required for normal red cell development in this model (Figure S4C). No differences in donor myeloid and B cell reconstitution were observed in mice transplanted with BMCs that lack *Pogz* (Figure S5A). No difference in the frequency or number of differentiating erythroid cells (S1–S5) was observed in BMCs from Pogz^f/f^; Mx1-cre transplanted mice compared to control transplanted mice (Figure S5B). Further, no significant differences in donor-derived erythroid cell reconstitution were observed in mice transplanted with Pogz^+/+^; Mx1-cre and Pogz^f/f^; Mx1-cre BMC when gated on donor-derived CD45.2^+^ cells, providing additional evidence that loss of *Pogz* does not affect normal adult erythroid cell development (Figure 4B). Since MEPs are restricted progenitors for erythroid cells and platelets and express significant levels of *Pogz*, we examined if loss of *Pogz* affects their development. We found no differences in the number of donor-derived MEPs in BMCs of mice that lack *Pogz* (Figure S5C). In addition, there were no differences in the number of megakaryocyte progenitors (MkPs) and premagakaryocyte/erythroid progenitors in mice transplanted with Pogz^−/−^ and Pogz^+/+^ BMCs (Figure S5D), suggesting that Pogz is not required for the development of erythroid or megakaryocyte progenitors. Finally, we analyzed the expression of *Pogz*, *Hba*-*x*, *Hbb*-*bh1*, and *Hbb*-*y* in PBCs of transplanted mice. Our data confirmed that *Pogz* is not expressed (Figure 4C), while *Hbb*-*y* is expressed in all mice transplanted with Pogz^f/f^; Mx1-cre BMCs (Figure 4D). We also found an upregulation of *Hba*-*x* and *Hbb*-*bh1* expression in some of the animals (Figure S6A–S6D). Collectively, these data demonstrate that Pogz is intrinsically required to repress embryonic β-like globin *Hbb*-*y* in adult red blood cells.

Interestingly, we found that the levels of *Hbb*-*y* expression were significantly increased in PBCs from adult Pogz^+/−^ mice in comparison to Pogz^+/+^ mice, suggesting that Pogz-mediated repression of *Hbb*-*y* expression is dependent on the levels of Pogz expression in adult mice (Figure 5A). Furthermore, since Pogz^+/−^ mice are viable, reproduce, and show no overt phenotype, the data suggest that reducing *Pogz* levels could result in persistence of embryonic globin expression without significantly altering erythroid maturation.

### *Pogz* Negatively Regulates *Hbb*-*y* Expression, in Part through *Bcl11a*

Our data suggest the possibility that POGZ represses *Hbb*-*y* expression, in part by regulating *Bcl11a* expression. To determine if *Pogz* and *Bcl11a* are coexpressed and developmentally regulated in a similar fashion during erythroid differentiation, we analyzed the expression profile of *Pogz* and *Bcl11a* in sorted erythroid cells from the bone marrow of normal C57BL/6J mice (Figure S6E). Our analysis shows that *Pogz* and *Bcl11a* are expressed at similar levels in all erythroid populations (Figures S6F and S6G). As a comparison, *Gata1* and *Klf1* are highly expressed in CD71^HI^Ter119^+^ cells (Figures S6H and S6I). To investigate if Pogz regulates the expression levels of *Bcl11a* and *Hbb*-*y*, we knocked down *Pogz* expression in MEL cells using lentiviral-mediated delivery of *Pogz*-specific small hairpin RNA (shRNA) and analyzed gene expression 72–96 hr post-transduction. The knockdown resulted in significant reduction in *Pogz* mRNA transcripts (Figure 5B) and loss of POGZ protein expression (Figure 5C), which did not affect MEL cell differentiation (Figure 5D) compared to control-treated cells. Loss of *Pogz* expression in MEL cells resulted in decreased *Bcl11a* expression and increased *Hbb*-*y* expression levels (Figures 5B and 5C). In addition, we overexpressed *Pogz* in E16.5 Pogz^−/−^ FL by retroviral transduction and examined *Bclla* and *Hbb*-*y* expression (Figure 5E). Enforced expression of *Pogz* resulted in upregulation of *Bcl11a* expression and repression of *Hbb*-*y* expression. Taken together, these data suggest that Pogz positively regulates *Bcl11a* and represses *Hbb*-*y* expression. Interestingly, overexpression of *Bcl11a* did not reduce *Hbb*-*y* expression in Pogz^−/−^ E16.5 FL cells, which suggests that Pogz may be required for Bcl11a-mediated repression and that there are additional mechanisms by which Pogz represses mouse embryonic β-like globin (Figure S6J).

To further examine the requirement for BCL11A in Pogz-mediated regulation of *Hbb*-*y* expression, we performed double knockdown experiments in MEL cells. We found that reducing either *Pogz* or *Bcl11a* expression increases *Hbb*-*y* expression with *Bcl11a* knockdown showing more efficient derepression of *Hbb*-*y* expression (Figure 6A). Knocking down both *Pogz* and *Bcl11a* did not increase *Hbb*-*y* expression above knocking down *Bcl11a* alone (Figure 6A). To examine if *Bcl11a* could rescue the upregulation of *Hbb*-*y* following *Pogz* knockdown, we overexpressed *Bcl11a* in MEL cells transduced with lentiviral vectors that express shPogz. We found that enforced *Bcl11a* expression partially reduces the increase in *Hbb*-*y* expression mediated by Pogz knockdown in MEL cells (Figure 6B), indicating that the *Hbb*-*y* derepression upon loss of *Pogz* is mediated, in part through BCL11A, although additional mechanisms are likely involved in this model.

To test whether POGZ can repress *Hbb*-*y* through direct regulation of *Bcl11a*, we performed chromatin immunoprecipitation (ChIP) assays using MEL cells transduced with control or Pogz shRNA lentiviral vectors. POGZ binds to the *Bcll1a* promoter in MEL cells at −972 and is greatly reduced at −3,469, and POGZ binding to these sites is significantly reduced in cells treated with Pogz shRNA (Figure 6C). POGZ did not show significant binding to a negative control region on mouse chromosome 17. We also examined a recently described enhancer element within intron 2 of the human *BCL11A* gene, which contains three DNase-I-hypersensitive sites at +55, +58, and +62 kb from the transcription start site (Bauer et al., 2013; Canver et al., 2015). The mouse *Bcl11a* gene has orthologous sequences within intron 2 (Bauer et al., 2013). We determined that POGZ binds the orthologous +58 sequences within the enhancer region using ChIP assays (Figure 6C) and that POGZ binding to these sites is reduced when *Pogz* levels are lowered by shRNA. Taken together, our data suggest that POGZ may be a regulator of *Hbb-y* expression by directly or indirectly interacting with the *Bcl11a* promoter and the orthologous *Bcl11a* enhancer elements.

### Reduction of POGZ Expression in Human Proerythroblasts Leads to Increased Expression of Fetal Hemoglobin

To investigate whether POGZ regulates fetal globin expression in human cells, we examined erythroid cells differentiated from adult human CD34^+^ HSPCs in a modified two-phase *in vitro* erythroid culture system as previously described (Migliaccio et al., 2002). We confirmed that the purified CD34^+^ progenitors undergo erythroid differentiation *in vitro* by flow cytometry using CD34, CD45, CD71, and CD235a antibodies (Figure S7A). After 2 days, the cells in these cultures are predominantly primitive CFU-E and proerythroblasts that are CD34^+^CD45^+^CD235a^−^CD71^low^. Most cells undergo further differentiation to more mature CD34^−^CD45^−^CD71^+^CD235a^+^ polychromatic and orthochromatic erythroblasts after 11 days in culture (Figure S7A). In addition, compared to undifferentiated control cells (Figure S7B, left panel), the cell pellets became increasingly red, an indication of increased hemoglobinization and erythroid differentiation (Figure S7B, right panel). We found that POGZ and BCL11A proteins are highly expressed in cells from day 3 cultures (proerythroblasts) and that their expression declines during erythroid differentiation, with little expression after 12–14 days in culture (Figure 7A). To investigate whether POGZ regulates fetal hemoglobin (HBG1/2) expression in human cells, we transduced primary human CD34^+^ cells on day 2 of expansion culture with a control lentiviral shRNA vector or lentiviral shRNA vectors targeting different regions of human *POGZ* coding sequence and measured fetal hemoglobin expression 10 days after transduction by real-time qPCR and western blot. Real-time qPCR analysis showed that both POGZ shRNA constructs significantly reduced *POGZ* transcript levels compared to control shRNA (Figure S7C). *HBG1*/*2* expression was significantly upregulated and *HBB* expression was significantly downregulated, whereas *HBE* and *HBA* expression were marginally affected (Figure S7C). Western blot analysis showed efficient reduction in POGZ protein expression in cultures transduced with POGZ shRNA constructs (Figure 7B), with robust increase in HBG1/2 protein levels, while POGZ or HBG1/2 protein expression was not affected in cultures transduced with control shRNA (Figure 7B). Knockdown of POGZ expression did not affect erythroid differentiation in these cultures, since there was no difference in the extent of erythroid differentiation (CD71^+^CD235a^+^ cells) in cultures treated with control shRNA and POGZ shRNA lentiviral vectors after 12 days (Figure 7C). In agreement with the mouse data above (Figure 5), BCL11A protein levels were significantly reduced upon *POGZ* lentiviral-vector-mediated knockdown, suggesting that POGZ may also regulate *BCL11A* expression in human erythroid cells (Figure 7D). In comparison, POGZ protein levels were minimally affected following lentiviral-vector-mediated *BCL11A* knockdown (Figure 7D). As expected, lentiviral-vector-mediated *BCL11A* knockdown signficantly increased *HBG1*/*2* expression (Figure S7D). HBE expression was also significantly upregulated and HBB and HBA expression significantly downregulated (Figure S7D). Finally, knockdown of *POGZ* results in *HBG1*/*2* protein levels representing roughly 25% of total β-globin, as assessed by high-performance liquid chromatography (HPLC), which is therapeutically relevant (Figure 7E). Taken together, the results suggest that POGZ is a repressor of fetal hemoglobin expression in humans.

## DISCUSSION

In this report, we identified a previously uncharacterized zinc-finger-containing protein, POGZ, which is expressed in mouse and human HSPCs and required to repress embryonic hemoglobin gene expression during normal hematopoietic development. Elevated embryonic globin expression correlated with reduced expression of *Bcl11a*, a known repressor of embryonic β-like globin expression, in Pogz^−/−^ FL cells. We demonstrate, in two different animal models, that red cells develop normally in the absence of *Pogz in vivo* but that the red blood cells (RBCs) show increased embryonic globin expression. Thus, deregulation of embryonic globin expression is intrinsic to Pogz^−/−^ hematopoietic cells, and embryonic globin expression can persist in adult mice after transplantation. Finally, we show that *POGZ* knockdown increases fetal globin expression in primary human erythroblasts, indicating that POGZ also regulates human fetal globin expression, which is the focus of our future studies. These findings are significant since improved therapeutic strategies are needed to treat hereditary globin disorders (Weatherall, 2010). Individuals affected by these diseases have moderate to severe anemia and other serious health issues; however, natural variations that result in HPFH expression are linked to lessening the severity of disease (Sankaran et al., 2010a). Therefore, POGZ may represent a potential therapeutic target to increase fetal globin expression in patients with SCD and β-thalassemia (Bauer et al., 2012).

We found that *Bcl11a* expression is reduced in Pogz^−/−^ FL cells, MEL cells treated with *Pogz* shRNA, and human CD34^+^ progenitors treated with POGZ shRNA, suggesting that Pogz positively regulates *Bcl11a* expression in mouse and human cells. POGZ binding to the *Bcl11a* promoter and a recently identified intron 2 enhancer (Bauer et al., 2013; Canver et al., 2015) suggests that POGZ is directly regulating *Bcl11a* transcription. Future experiments, including ChIP sequencing and electrophoretic mobility shift assays (EMSAs), will determine if this regulation is direct or indirect via interaction with other DNA binding proteins. We also show that BCL11A does not repress embryonic β-like globin *Hbb*-*y* when *Bcl11a* is overexpressed in Pogz^−/−^ FL erythroblasts, suggesting that POGZ may regulate embryonic globin expression by mechanisms other than regulation of *Bcl11a* expression. Since β-actin-Cre-mediated deletion of *Pogz* occurs early in development, the absence of Pogz could affect expression of genes other than *Bcl11a*, which could permanently affect BCL11A’s ability to properly function in these cells. Alternatively, BCL11A may require POGZ expression to repress embryonic globin gene expression. In support of this hypothesis, overexpression of *Bcl11a* in MEL cells transduced with *shPogz* RNA, where *Pogz* expression has been knocked down to 10%–15% of control Pogz expression levels, leads to partial repression of *Hbb*-*y* expression. BCL11A has been the focus of numerous studies to find unique therapeutic targets in SCD and β-thalassemia (Sankaran et al., 2008, 2009, 2010b). It is hypothesized that reduction of BCL11A expression in patients with SCD and β-thalassemia could lead to derepression of fetal hemoglobin, thereby alleviating the symptoms of these disorders (Bauer et al., 2012). The decrease in *Bcl11a* expression and loss of repression of β-like embryonic globin expression upon loss of *Pogz* indicates that POGZ may have the same therapeutic potential.

Mice reconstituted with Pogz^f/f^; Mx-1-cre BMCs survive and show normal development of donor-derived MEP and erythroid lineage cells (S1–S5), as well as lymphoid and myeloid cells, suggesting that inhibiting POGZ function in adults would not have deleterious effects on the host hematopoietic system. However, additional studies are needed to determine whether loss of POGZ function in adults can affect HSC and multipotent progenitor development and function or affect other systems. Interestingly, we found that Pogz^+/−^ mice, which develop normally and show no overt phenotypes, show increased embryonic globin expression levels in PBCs. Importantly, partial reduction of *POGZ* in human erythroblasts also derepressed fetal hemoglobin expression to levels reaching over 25% of total β-like globin. These results suggest that complete ablation of *POGZ in vivo* may not be required to obtain therapeutic benefits. Further *in vitro* and *in vivo* studies are needed to determine if this is feasible.

KLF1 is a master regulator of erythroid development and β-globin expression (Perkins et al., 1995). *Klf1* knockout (KO) mice die in *utero* around E15 due to defects in the differentiation of erythroid cells at the pro-erythroblast stage (Nuez et al., 1995; Perkins et al., 1995; Pilon et al., 2008). KLF1 represses the expression of embryonic globins by upregulating the expression of *Bcl11a* and promotes adult β-globin expression in definitive erythroid cells (Tallack and Perkins, 2013; Zhou et al., 2010). *Klf1* expression was not affected by loss of *Pogz* expression in FL cells. However, global gene expression analysis of Klf1^−/−^ erythroid progenitors demonstrates that *Pogz* is among the significantly downregulated genes (Pilon et al., 2008). Furthermore, analysis of submitted ChIP-sequencing data suggests that KLF1 binds the *POGZ* promoter in human primary erythroid cells, indicating that *POGZ* may be a direct KLF1 target (Su et al., 2013).

Recent evidence suggests that POGZ may have physiological functions in other systems. Specifically, studies analyzing the genetic basis of autism spectrum disorders (ASDs) and intellectual disability have detected inactivating mutations in *POGZ* in some of these patients (Iossifov et al., 2012; Stessman et al., 2016; Tan et al., 2016; White et al., 2016). Our preliminary studies also suggest a function for Pogz in the mammalian neural system, since loss of *Pogz* affects the proliferation of mouse neural progenitor cells in fetal and adult brain (K.O.G., unpublished data). Interestingly, potential disrupting mutations in the *BCL11A* gene have been found in ASDs, and BCL11A has been implicated in neuronal morphogenesis (Iossifov et al., 2012; John et al., 2012). In addition, it was shown in two separate studies that individuals presenting with ASD and developmental delay had common microdeletions of BCL11A rendering them haploinsufficient for the gene. Interestingly, these individuals have elevated expression of fetal hemoglobin (Basak et al., 2015; Funnell et al., 2015). These data suggest that BCL11A and POGZ could function within the same regulatory networks in the neural system.

In summary, our data show that POGZ is essential for normal embryonic development and that loss of the gene leads to deregulation of embryonic globin expression, in part through *Bcl11a*. Reduction of *POGZ* expression in erythroid cells could have therapeutic implications in SCD and β-thalassemia.

## EXPERIMENTAL PROCEDURES

### Mice

Conventional Pogz^−/−^ mice and conditional Pogz^f/f^, and Pogz^f/f^; Mx1-cre mice were generated as described in Supplemental Experimental Procedures. Female mice aged 8–12 weeks were used as recipients for all transplantation experiments. Mice were housed, fed, and handled in accordance with the National Institutes of Health guidelines for animal care and use and the *Guide for the Care and Use of Laboratory Animals, 8th Edition*. All mouse experiments were reviewed and approved by the Institutional Animal Care and Use Committee of the National Cancer Institute at Frederick, which is accredited by Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) International.

### Real-Time qPCR

Analysis of *POGZ* expression in KG1 cells by real-time qPCR was performed as described previously (Gudmundsson et al., 2007). Globin expression was analyzed in CD34^+^ HSPC-derived human erythroblasts using Taqman assays. For mouse FL cells, PBC and BMC RNA was isolated and real-time qPCR analysis performed in triplicate using Power SYBR Green PCR Master Mix (Life Technologies) and a 7500 Real-Time PCR System (Life Technologies) as previously described (Oakley et al., 2012). The ΔCt method was used to calculate relative changes in gene expression. Primer sequences are presented in Supplemental Experimental Procedures.

### Flow Cytometry

Single-cell suspensions were prepared from Pogz^+/+^ or Pogz^−/−^ FLs or from BMCs and PBCs from animals transplanted with Pogz^+/+^ or Pogz^−/−^ FL cells or Pogz^+/+^; Mx1-cre or Pogz^f/f^; Mx1-cre BMCs. Cells were incubated with the antibodies described in Supplemental Experimental Procedures and then analyzed by FACS-CantoII (BD Biosciences), and data were analyzed using FlowJo software (Tree Star).

### FL and BMC Transplantations

FL cells were harvested from E14.5–E16.5 Pogz^+/+^ and Pogz^−/−^ embryos, and BMCs were isolated from adult Pogz^+/+^; Mx1-cre and Pogz^f/f^; Mx1-cre mice and then transplanted as described in Supplemental Experimental Procedures using standard methodologies (Gudmundsson et al., 2012, 2014).

### Statistical Analysis

Statistical analysis was performed using GraphPad Prism (GraphPad Software). An unpaired Student’s t test was used to calculate statistical significance. Results were considered significant if p < 0.05. Results are presented as the mean ± SD.

## DATA AND SOFTWARE AVAILABILITY

The accession number for the microarray data reported in this paper is GEO: GSE113503.

## Supplementary Material

Supplemental

Table S1

Table S2

## Figures and Tables

**Figure 1.**
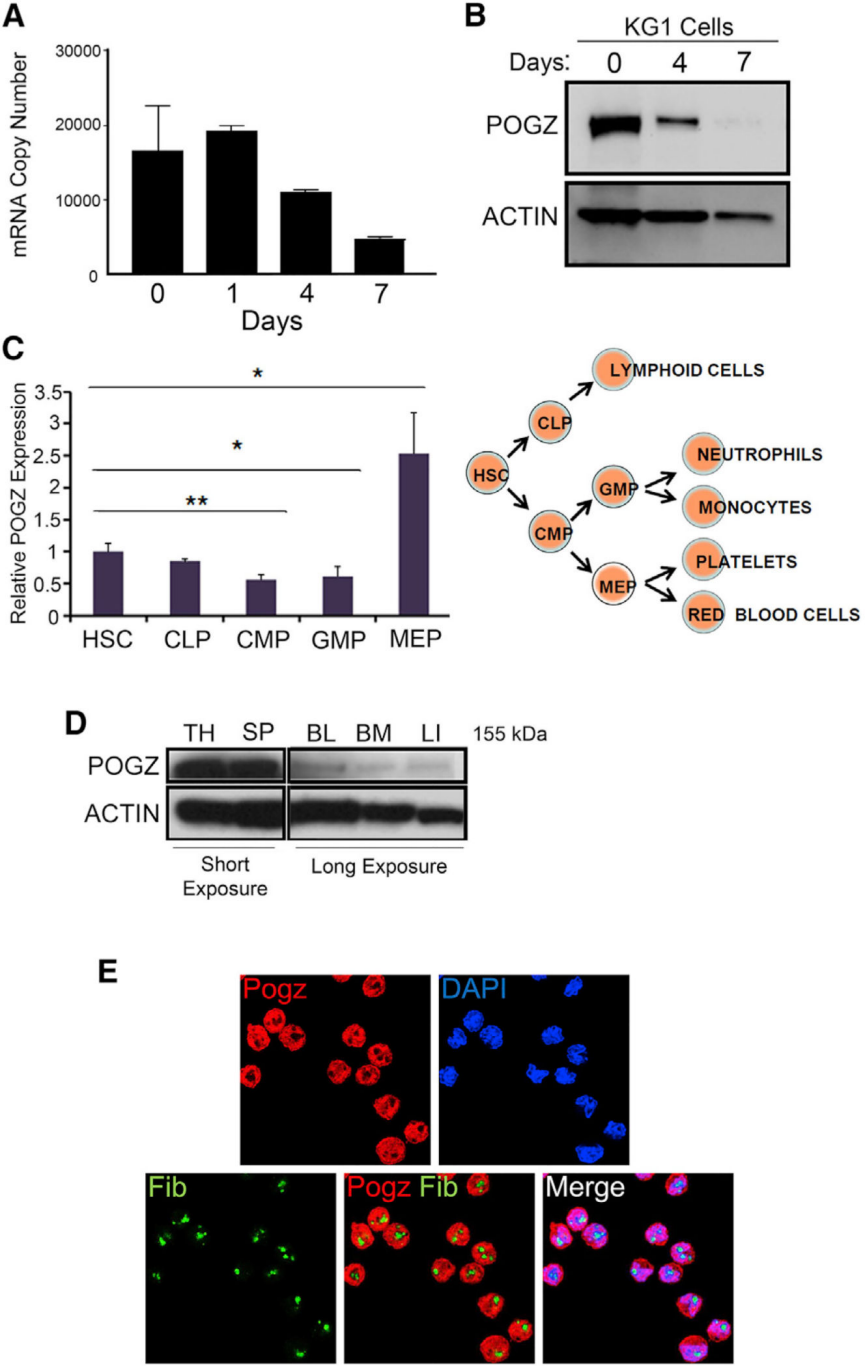
The Zinc-Finger Protein POGZ Is a Nuclear Protein Expressed in Human and Mouse Hematopoietic Cells (A) Real-time qPCR analysis reveals that *POGZ* expression is downregulated in KG1 cells after treatment with phorbol 12-myristate 13-acetate and tumor necrosis factor α (TNF-α). Experiments were performed in triplicate, and data are presented as mean ± SD (B) Western blot analysis shows reduced POGZ protein levels upon differentiation of KG1 cells. (C) Real-time qPCR analysis of *Pogz* expression in purified mouse hematopoietic stem cells (HSCs), common lymphoid progenitors (CLPs), common myeloid progenitors (CMPs), granulocyte macrophage progenitors (GMPs), and megakaryocyte erythroid progenitors (MEPs). Gene expression was normalized to β-actin expression. Experiments were performed in triplicate, and data are presented as mean ± SD. *p < 0.05; **p < 0.01. (D) Western blot analysis of POGZ in mouse tissue lysates indicates that POGZ is expressed in hematopoietic cells. (BL, blood; BM, bone marrow; LI, liver; SP, splenocytes; TH, thymocytes). Reduced exposure time is shown for thymus and spleen due to strong POGZ expression. (E) Immunofluorescence analysis of mouse erythroleukemia (MEL) cells. The cells were fixed, permeabilized, and stained with antibodies that recognize POGZ (red) and the nucleolar protein FIBRILLARIN (green). DNA was stained with DAPI (blue). POGZ is detected in the nucleus, but not the nucleolus.

**Figure 2.**
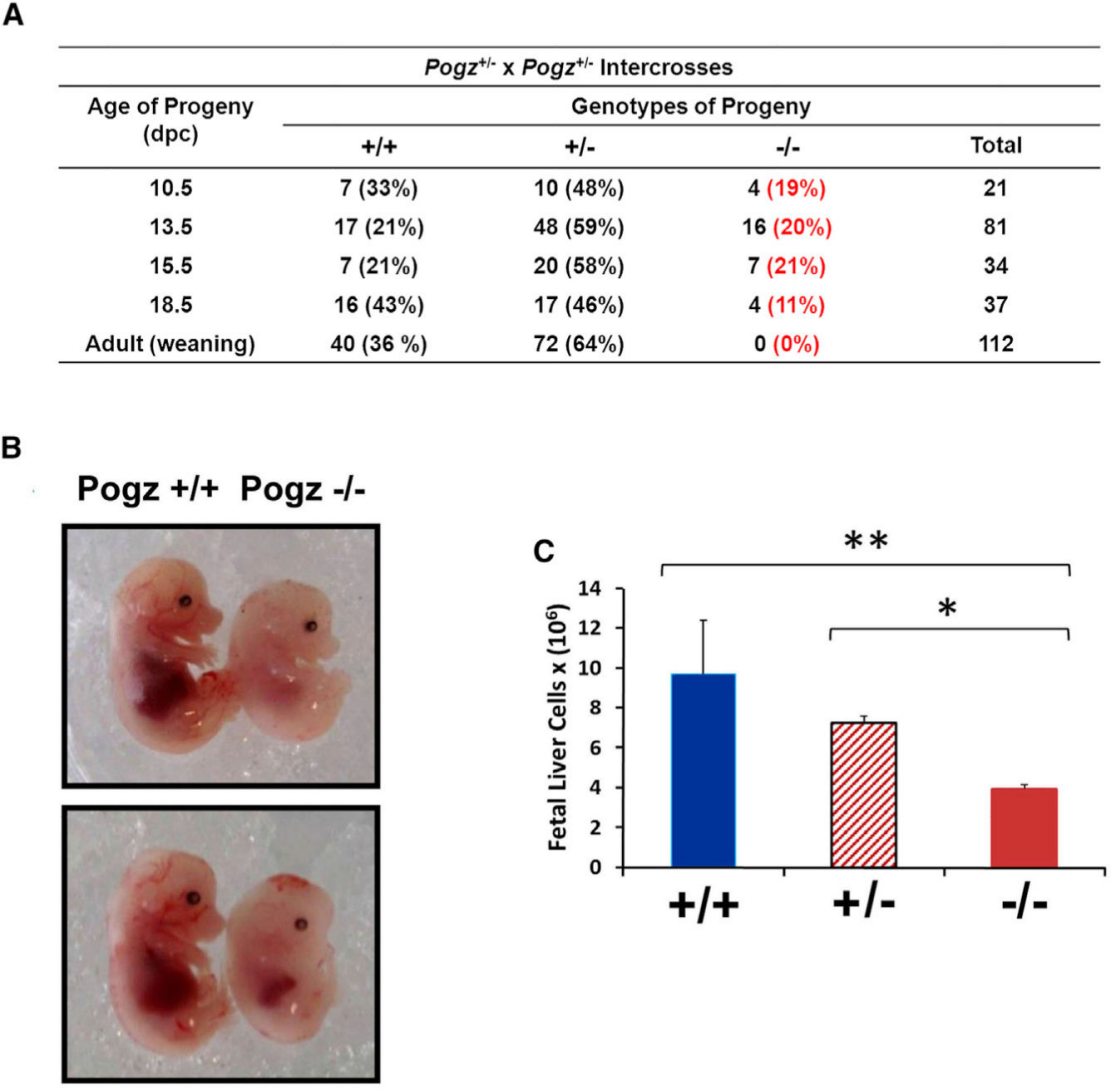
Pogz^−/−^ Embryos Are Runted, with Reduced Numbers of Fetal Liver Cells (A) Pogz^−/−^ mice do not survive beyond birth. Number and ratio of Pogz^+/+^, Pogz^+/−^ and Pogz^−/−^ progeny from intercrosses of mixed background (C57BL/6J × 1291/SVImJ mice) Pogz^+/−^ mice. The percentages within the parenthesis indicate observed progeny, and the expected outcome for these crosses is +/+ 25%, +/− 50%, and −/− 25%. (B) Gross morphology of E15.5 Pogz^+/+^ and Pogz^−/−^ embryos. (C) Total fetal liver cellularity in E16.5 Pogz^+/+^ (n = 2), Pogz^+/−^ (n = 2) and Pogz^−/−^ (n = 4) embryos. Data are presented as mean ± SD. **p < 0.01. These data are representative of 5 separate litters.

**Figure 3.**
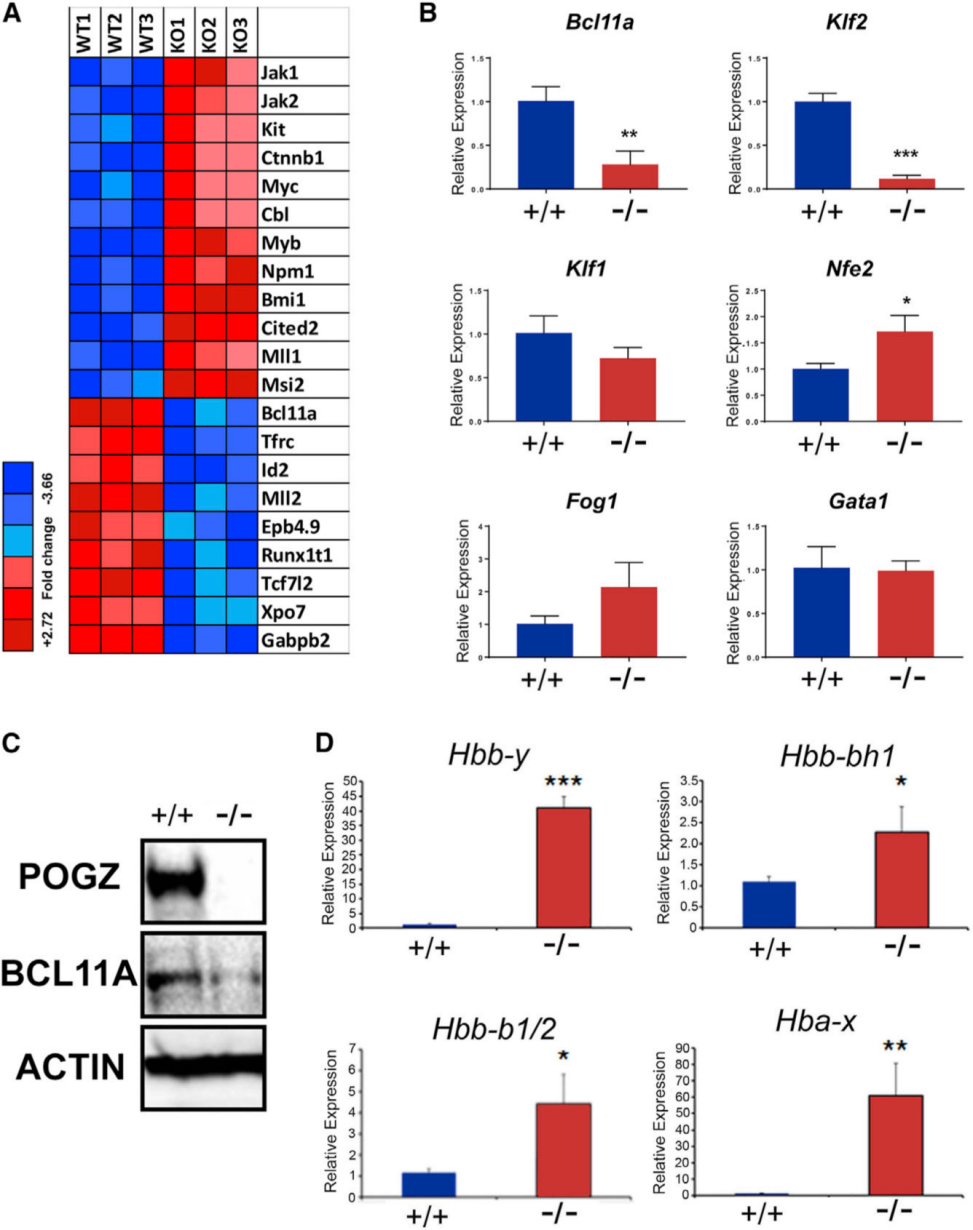
Decreased Expression of *Bcl11a* and Increased Expression of Embryonic β-like Globins in Pogz^−/−^ Fetal Liver Cells (A) Heatmap of differentially expressed genes in Pogz^+/+^ and Pogz2^−/−^ FL cells, indicating that genes expressed during erythroid lineage development are affected by loss of *Pogz* expression. RNA was isolated from E14.5 Pogz^+/+^ and Pogz^−/−^ FL cells (n = 3 for each genotype), and gene expression was analyzed on Affymetrix Mouse 430 2.0 oligonucleotide arrays (blue indicates low expression, and red indicates high expression). (B) *Bcl11a* and *Klf2* expression is downregulated in Pogz^−/−^ FL cells. RNA was purified from E16.5 Pogz^+/+^ and Pogz^−/−^ FLs, and *Bcl11a*, *Klf2*, *Nfe2*, *Klf1*, *Gata1*, and *Fog1* expression was analyzed by real-time qPCR. Gene expression was normalized to β-actin expression. Experiments were performed in triplicate, and data are presented as mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001. (C) Reduction in BCL11A protein levels in Pogz^−/−^ FL cells. Western blot analysis was performed on whole-cell lysates generated from E15.5 Pogz^+/+^ and Pogz^−/−^ FL cells. (D) Upregulation of embryonic β-like globins in Pogz^−/−^ FL cells. RNA was purified from E16.5 Pogz^+/+^ and Pogz^−/−^ FLs and *Hbb*-*y*, *Hbb*-*bh1*, *Hba*-*x*, and *Hbb*-*b1*/*2* expression analyzed by real-time qPCR. Gene expression was normalized to β-actin expression. Experiments were performed in triplicate, and data are presented as mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001.

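In the E14.5 arrays, Jak1, Bmi1 and Cited2 were among the heatmap's genes that rose in Pogz−/− FL, and Runx1t1 and Xpo7 among those that fell. Jak1, a kinase of cytokine receptors, rose by 1.25 on the log2 scale without Pogz+/+ replicate 1 (SE 0.15, adjusted p = 0.00191 from limma with trend and robust), from 8.02 ± 0.18 (SD, n = 2) to 9.28 ± 0.23 (SD, n = 3). Bmi1, a Polycomb protein needed for self-renewal of stem cells, rose by 1.19 (SE 0.16, adjusted p = 0.00296), and Cited2, a coactivator-binding protein of stem cells, by 0.78 (SE 0.11, adjusted p = 0.00360), while its other probe set had a log2 fold change of −0.07. Myc rose by 0.64 (SE 0.14, adjusted p = 0.0281), a call lost after quantile normalization (adjusted p = 0.0563). Runx1t1, a co-repressor known as a fusion partner of RUNX1 in leukemia, fell by 1.47 (SE 0.17, adjusted p = 0.00146), and 3 of its 6 probe sets were called. Xpo7, a nuclear export receptor of maturing red cells, fell by 0.91 (SE 0.08, adjusted p = 0.000403), and all 8 of its probe sets were lower, of which 2 were called.

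Other genes did not pass on their brightest probe set. The log2 fold change was 0.36 for Ctnnb1 (β-catenin; adjusted p = 0.0546), −0.57 for the Wnt effector Tcf7l2 (adjusted p = 0.0649), −0.52 for Dmtn, dematin of the red cell membrane skeleton (adjusted p = 0.0644), and 0.50 for the stem cell RNA-binding protein Msi2 (adjusted p = 0.122). Ctnnb1 and Tcf7l2 were called after quantile normalization (0.41 and −0.63). The other values were 0.17 for the ubiquitin ligase Cbl, −0.02 for nucleophosmin, Npm1 (0.40 for its other probe set, adjusted p = 0.0581, and 0.0326 after quantile normalization), −0.54 for the histone methyltransferase Kmt2a (0.61 for its other probe set, adjusted p = 0.122), 0.06 for its relative Kmt2d, −0.16 for Id2, an inhibitor of DNA-binding proteins, and 0.29 for Gabpb2, a subunit of an ETS factor (adjusted p from 0.178 to 0.946). Dimmer probe sets of the same genes were called over probe sets: 1 of Gabpb2 at −2.51 (adjusted p = 0.00102), 2 of Tcf7l2 at −1.07 and −1.09 (adjusted p = 0.00304 and 0.0382), 1 of Ctnnb1 at 1.35 (adjusted p = 0.0378), 1 of Msi2 at 0.87 (adjusted p = 0.0154) and 1 of Kmt2d at −0.93 (adjusted p = 0.0437; 0.0502 after quantile normalization). After median centring the calls of the Tcf7l2 probe set at −1.09 (adjusted p = 0.0679) and of Kmt2d (adjusted p = 0.109) were lost, and the others were kept. A dimmer probe set of Id2 was 0.99 (adjusted p = 0.0881). Table S1 lists this probe set and each of the dimmer ones named above.

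Over all 6 arrays, limma's plain fit called none of these genes. Its log2 fold changes were 1.54 for Jak1, 1.34 for Bmi1, 1.44 for Cited2, 1.10 for Myc, −1.61 for Runx1t1 and −1.33 for Xpo7, and −0.25 for Dmtn, 0.19 for Msi2 and 0.64 for Gabpb2. When each array was left out in turn, Dmtn ranged from −0.52 to −0.0067, Msi2 from −0.02 to 0.50 and Gabpb2 from 0.29 to 0.83. Cbl was 0.27 over 6 arrays and ranged from 0.17 to 0.39, and Npm1 was 0.05 and ranged from −0.02 to 0.10. Bmi1 and Runx1t1 were called over 6 arrays with trend and robust (adjusted p = 0.0500, just under the threshold, and 0.0212). The 3′ to 5′ control ratios were higher in Pogz+/+ than in Pogz−/− arrays.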

**Figure 4.**
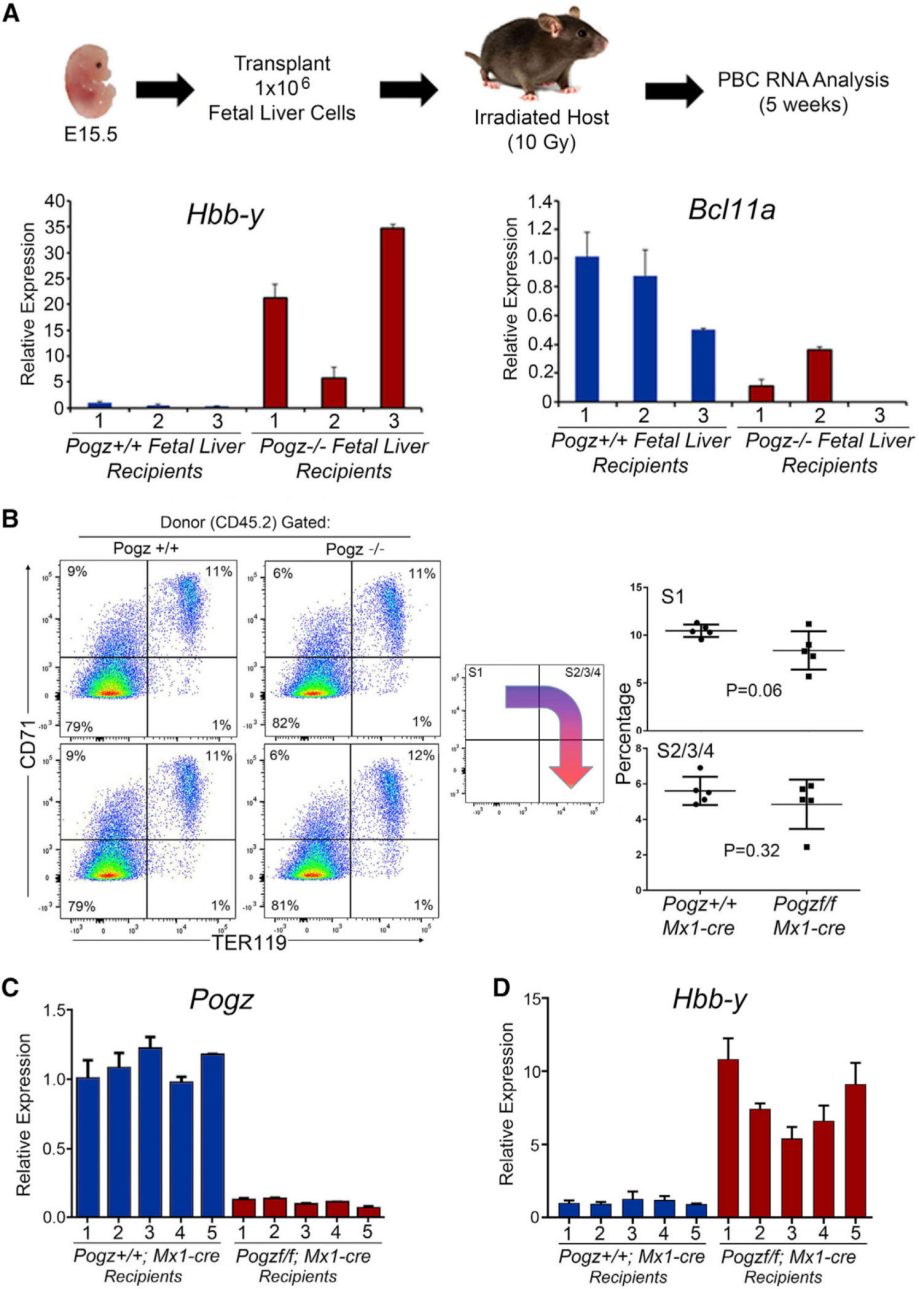
Persistence of Embryonic β-like Globin Expression Is Intrinsic to Pogz^−/−^ Erythroid Cells (A) Summary of FL transplantation experiments. *Hbb*-*y* RNA expression was increased and *Bcl11a* decreased in PBCs obtained from mice 5 weeks after transplantation of Pogz^+/+^ or Pogz^−/−^ FL cells. Gene expression was determined by real-time qPCR and normalized to β-actin expression. Experiments were performed in triplicate, and data are presented as mean ± SD. (B) Representative flow cytometry analysis of CD71 and Ter119 expression in mice transplanted with Pogz^+/+^; Mx1-cre and Pogz^f/f^; Mx1-cre BMCs 12 weeks post-pIpC treatment (n = 5 for each genotype). Gates were set around subsets of differentiating donor (CD45.2^+^ expression) bone marrow (BM) erythroid cells (S0–S5) as previously described (Koulnis et al., 2011). No differences in the percentages of donor-derived erythroid subsets were observed. (C and D) *Pogz* mRNA is not expressed in PBCs from mice transplanted with Pogz^f/f^; Mx1-cre BMCs and treated with pIpC compared to mice transplanted with control Pogz^+/+^; Mx1-cre BMCs (C), while *Hbb*-*y* mRNA expression is significantly increased in PBCs from mice transplanted with Pogz^f/f^; Mx1-cre BMCs (D). Experiments were performed in triplicate. Gene expression was normalized to β-actin expression.

**Figure 5.**
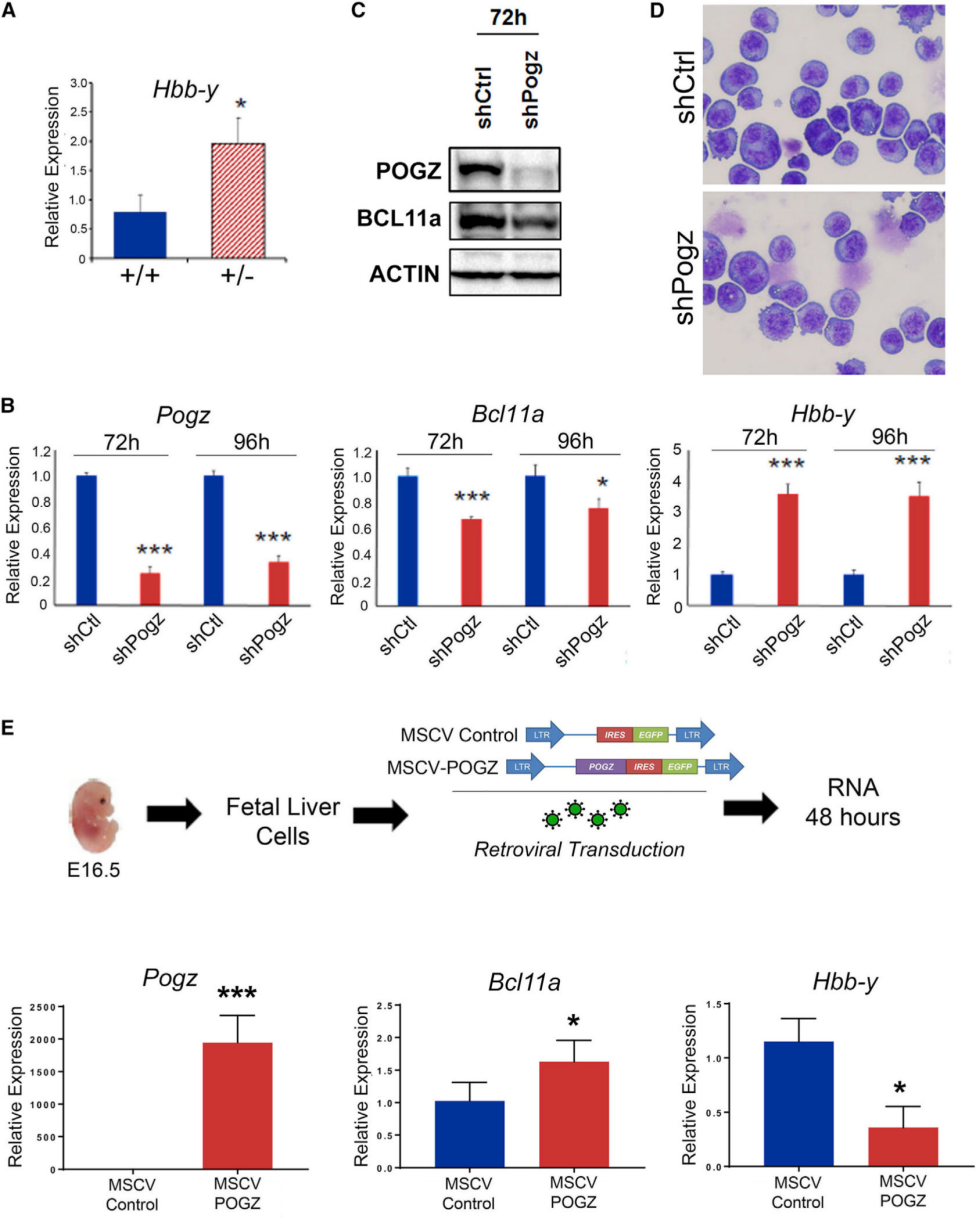
Pogz Regulates the Expression of *Bcl11a* and *Hbb*-*y* in MEL Cells and Fetal Liver Cells (A) *Hbb*-*y* expression is increased in PBC from Pogz^+/−^ compared to Pogz^+/+^ mice. Gene expression was normalized to β-actin expression (n = 5 per group and data are presented as mean ± SD, *p < 0.05). (B) Lentiviral-mediated knockdown of *Pogz* in MEL cells represses *Bcl11a* expression and induces *Hbb*-*y* expression. RNA was harvested from MEL cells 72 and 96 hr after transduction with lentiviral vector expressing *Pogz* shRNA or a control shRNA vector and expression of *Pogz*, *Bcl11a*, and *Hbb*-*y* analyzed by real-time qPCR. Gene expression was normalized to β-actin expression. Experiments were performed in triplicate, and data are presented as mean ± SD. *p < 0.05; ***p < 0.001. (C) Western blot analysis of POGZ, BCL11A, and ACTIN expression following lentiviral-mediated knockdown of *Pogz* in MEL cells. Knockdown was performed with shRNA targeting *Pogz* or a control shRNA vector, and cell lysates were harvested 72 hr post-transduction. (D) Photomicrographs of cytocentrifuge preparations of MEL cells 72 hr after lentiviral-mediated knockdown indicating no effect on cell morphology. (E) Re-expression of *Pogz* in Pogz^−/−^ FL cells induces *Bcl11a* and reduces *Hbb*-*y* RNA expression. Pogz^−/−^ FL cells were harvested at E16.5 and transduced with a control retrovirus or retroviral vector expressing the *Pogz* transgene. RNA was harvested 60 hr post-transduction, and expression of *Hbb*-*y*, *Bcl11a*, and *Pogz* were analyzed by real-time qPCR. Gene expression was normalized to β-actin expression. Experiments were performed in triplicate, and data are presented as mean ± SD. *p < 0.05; ***p < 0.001.

**Figure 6.**
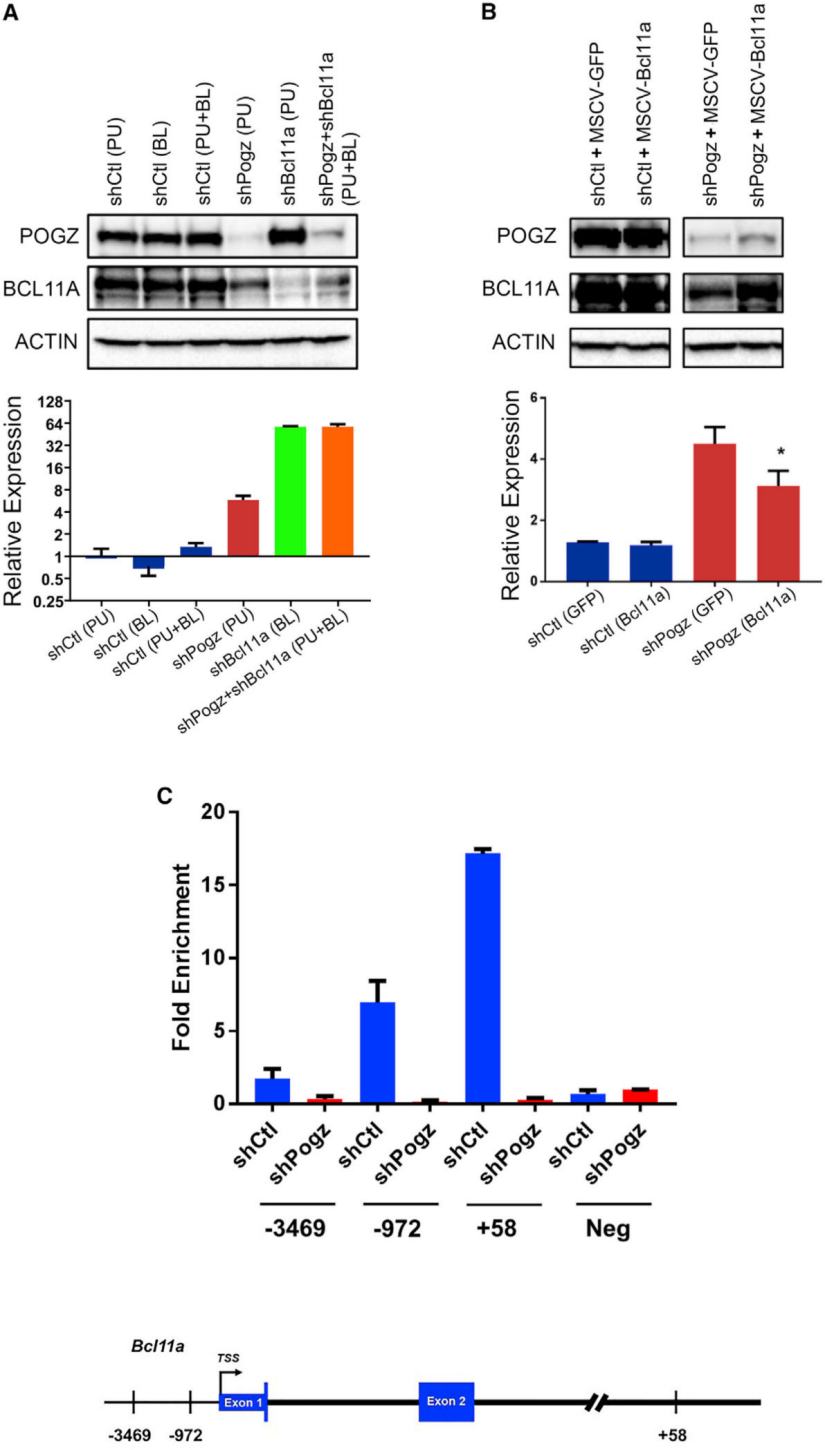
POGZ Regulates *Hbb*-*y* Expression, in Part by Regulating *Bcl11a* Expression (A) Western blot analysis of POGZ, BCL11A, and ACTIN protein levels, and real-time qPCR analysis of *Hbb*-*y* expression following lentiviral-mediated knockdown of *Pogz*, *Bcl11a*, or both *Pogz* and *Bcl11a* in MEL cells. MEL cells were transduced with shRNA targeting *Pogz*, *Bcl11a*, or a control shRNA vector and cell lysates harvested 72 hr post-transduction. Gene expression was normalized to β-actin expression. Experiments were performed in triplicates and data are presented as mean ± SD. PU, puromycin. BL, blasticidin. (B) Western blot analysis of POGZ, BL11A and ACTIN protein levels and real-time qPCR analysis of *Hbb*-*y* expression following lentiviral mediated knockdown of *Pogz* and overexpression of *Bcl11a*. Gene expression was normalized to β-actin expression. Experiments were performed in triplicates and data are presented as mean ± SD. *p < 0.05. (C) ChIP-qPCR analysis demonstrating that POGZ binds to the *Bcl11a* promoter (−972) and enhancer site (+58). POGZ does not bind to a negative control region on chromosome 17. Sheared chromatin was prepared from MEL cells following lentiviral-mediated knockdown of *Pogz*. Knockdown was performed with shRNA targeting *Pogz* or a control shRNA vector, and cell lysates were harvested 72 hr post-transduction. Chromatin was immunoprecipitated with an anti-POGZ antibody and a control antibody. The *Bcl11a* gene indicating sites relative to the transcription start site (TSS) that were examined by ChIP is shown below. Experiments were performed in triplicate, and data are presented as mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001.

**Figure 7.**
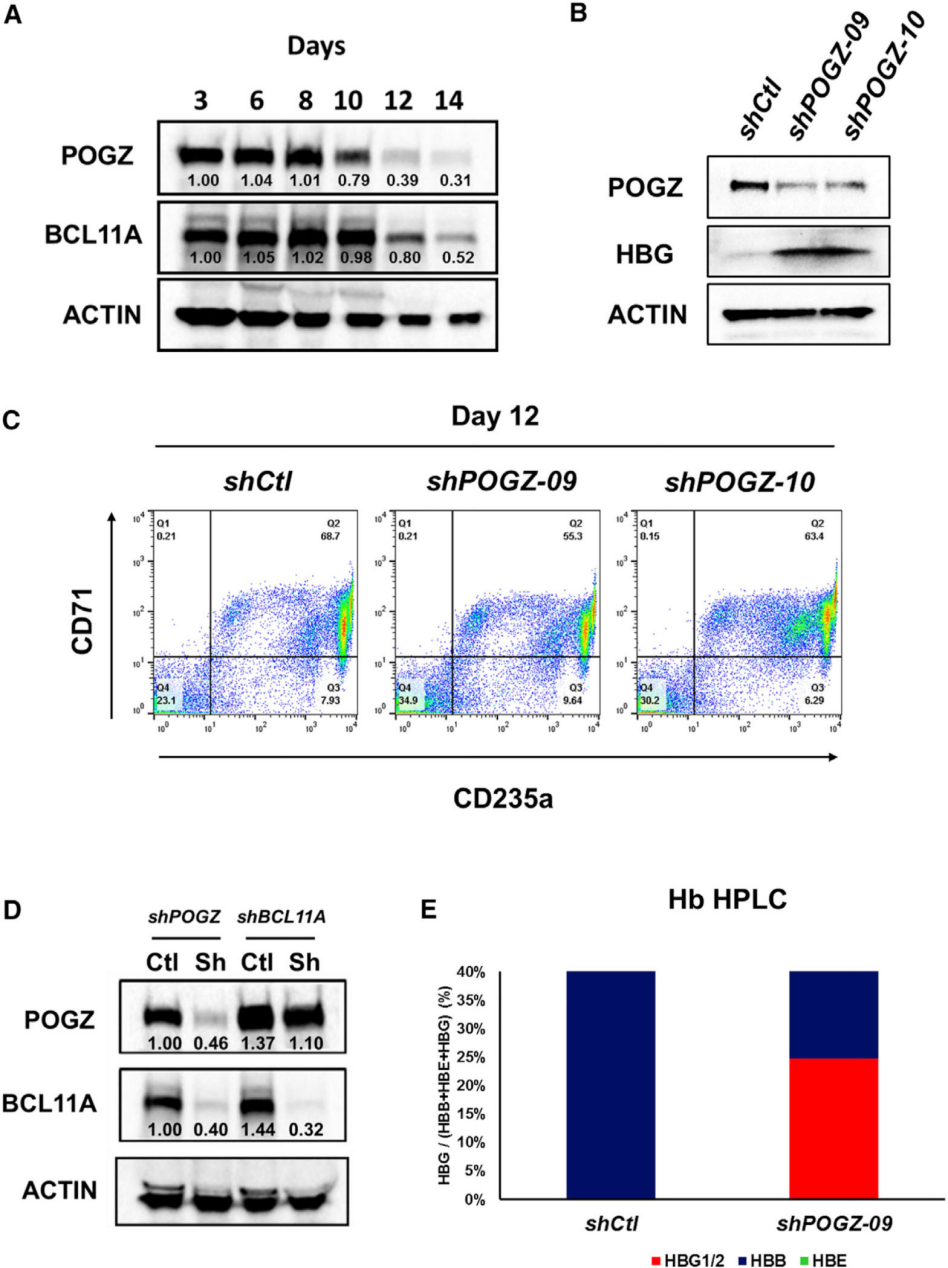
Lentiviral-Mediated Knockdown of *POGZ* Expression in Human Proerythroblasts Decreases *BCL11A* Expression and Increases Fetal Hemoglobin Expression (A) Western blot analysis of POGZ, BCL11A, and ACTIN proteins in cell lysates on days 3–14 of erythroid cultures. Numbers below POGZ and BCL11A bands indicate normalized protein levels in relation to ACTIN. (B) Western blot analysis of POGZ, HBG, and ACTIN protein levels in CD34^+^ cell-derived erythroblasts following lentiviral-mediated knockdown using two separate POGZ shRNA constructs. Knockdown was performed at day 2 of expansion culture with control shRNA or shRNAs targeting *POGZ*, and cell lysates were harvested 10 days post-transduction. (C) Flow cytometry analysis of CD71 and CD235a expression of erythroid cell cultures *in vitro* following lentiviral-mediated knockdown using two separate POGZ shRNA constructs. Knockdown was performed at day 2 of expansion culture with control shRNA or shRNAs targeting *POGZ*, and cells were analyzed 10 days post-transduction. (D) Western blot analysis of POGZ, BCL11A, and ACTIN protein levels in erythroid cell cultures *in vitro* following lentiviral-mediated knockdown of POGZ or BCL11A. Knockdown was performed at day 2 of expansion culture with control shRNA or shRNA targeting *POGZ* or *BCL11A*, and cell lysates were harvested 9 days post-transduction. (E) Representative bar graphs showing fetal hemoglobin (HBG1/2) as a percentage total β-globin (HBB+HBE+HBG1/2) expression following lentiviral-mediated shRNA knockdown of *POGZ*. Erythroblasts were harvested on day 9 post-transduction (day 11 of culture), and the quantities of HBB, HBE, and HBG proteins were determined by HPLC.

# Supplementary material for: POGZ Is Required for Silencing Mouse Embryonic β-like Hemoglobin and Human Fetal Hemoglobin Expression
**Source:** Cell Rep. Author manuscript; Available in PMC 2020 Jun 18.
**Supplement:** Supplemental

**Supplemental Information**

**POGZ Is Required for Silencing**

**Mouse Embryonic  $\beta$ -like Hemoglobin**

**and Human Fetal Hemoglobin Expression**

**Bjorg Gudmundsdottir, Kristbjorn O. Gudmundsson, Kimberly D. Klarmann, Satyendra K. Singh, Lei Sun, Shweta Singh, Yang Du, Vincenzo Coppola, Luke Stockwin, Nhu Nguyen, Lino Tessarollo, Leifur Thorsteinsson, Olafur E. Sigurjonsson, Sveinn Gudmundsson, Thorunn Rafnar, John F. Tisdale, and Jonathan R. Keller**

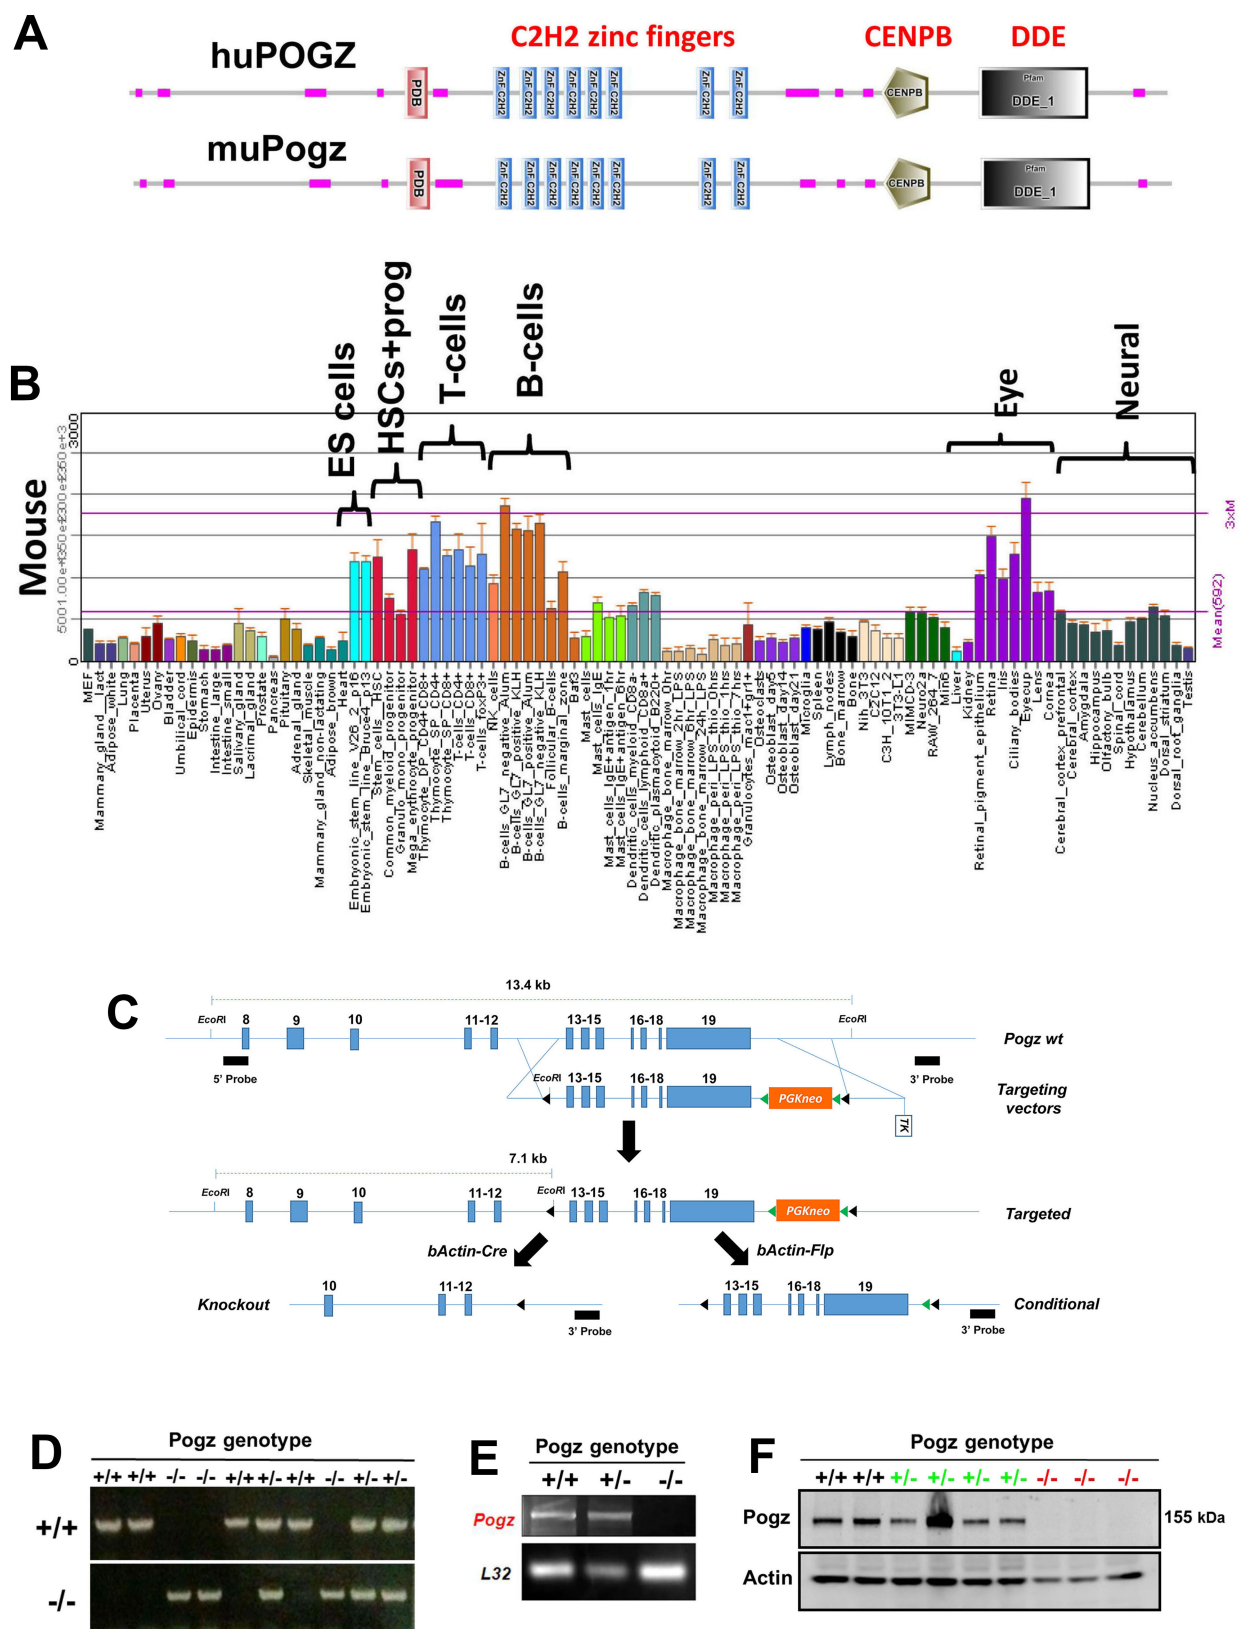

Figure S1

**Figure S1. Pogz domain structure, expression profile, and generation of mice with targeted Pogz gene deletion, Related to Figure 2.** (A) Summary of human and mouse POGZ proteins using SMART (Simple Modular Architecture Research Tool) analysis (<http://smart.embl-heidelberg.de/>) demonstrating identical domain structure with the presence of multiple C2H2 zinc fingers, a CENPB-type domain and a DDE domain. Regions of low complexity are represented in magenta. (B) *Pogz* expression profile in mouse primary cells, tissues, and cell lines. Probeset ID mouse: 1455046\_a\_at. Data were obtained from the BioGPS gene expression database (<http://biogps.org>). (C) Schematic overview of the *Pogz* targeting strategy. The exons are depicted as blue boxes, loxp sites as black arrowheads, and Frt sites as green arrowheads. The *Pogz* gene spans approximately 26.4 kb and contains 19 exons. To delete as many functional protein domains as possible, we flanked a 4.13 kb region on the 3' end of the *Pogz* gene with loxp sites. This region contains exons 13-19 encoding three zinc fingers, the CENPB domain, the DDE domain and a part of the 3' untranslated region. The conditional knockout vector for *Pogz* was constructed using the recombineering method and is described in the supplemental methods (Liu et al., 2003). For generating homozygous *Pogz*<sup>-/-</sup> embryos, heterozygous *Pogz*<sup>+/-</sup> mice were intercrossed and pregnant mice harvested at different time points. (D) Genotyping of E15.5 *Pogz* embryos using primer pairs specifically designed to generate wild type or knockout PCR products. (E) RT-PCR analysis of the full length *Pogz* coding sequence using RNA isolated from the brains of E14.5 *Pogz*<sup>+/+</sup>, *Pogz*<sup>+/-</sup> and *Pogz*<sup>-/-</sup> embryos. (F) Western blot analysis of whole cell lysates generated from E15.5 *Pogz*<sup>+/+</sup>, *Pogz*<sup>+/-</sup> and *Pogz*<sup>-/-</sup> fetal brains.

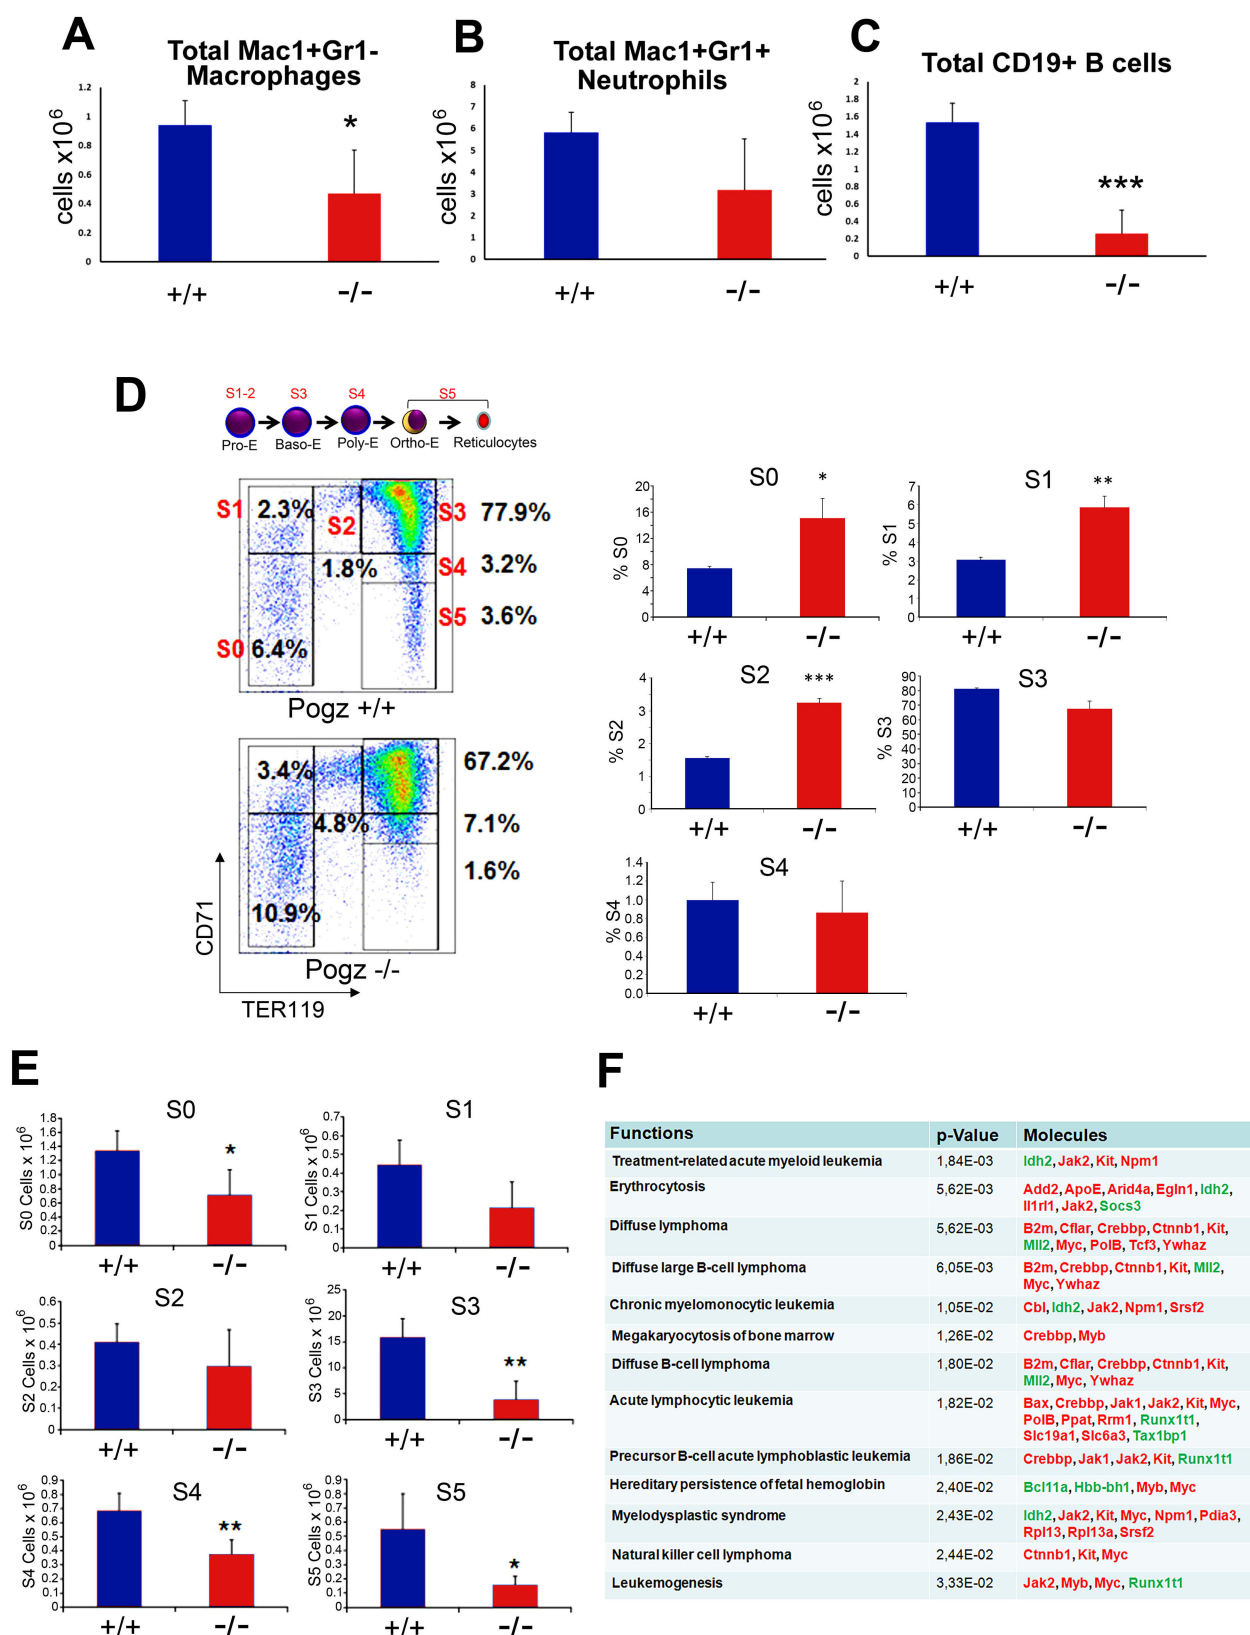

**Figure S2**

**Figure S2. Reduced output of hematopoietic cells in *Pogz*<sup>-/-</sup> fetal livers, Related to Figure 2 and Figure 3.** Total number of (A) macrophages (Mac1+Gr1<sup>-</sup>), (B) neutrophils (Mac1+Gr1<sup>+</sup>) and (C) B cells (CD19<sup>+</sup>) in E15.5 *Pogz*<sup>+/+</sup> and *Pogz*<sup>-/-</sup> fetal livers. N=3 for each genotype. Data are presented as mean  $\pm$  SD. \*  $P < 0.05$ . \*\*\*  $P < 0.001$  and are representative of three separate experiments. (D) Schematic overview of differentiating red blood cells and corresponding flow cytometry gates for FL cells. Representative flow cytometry analysis of CD71 and Ter119 expression in E15.5 *Pogz*<sup>+/+</sup> and *Pogz*<sup>-/-</sup> fetal liver (FL) cells (N=4 for each genotype). Gates were set around subsets of differentiating FL erythroid cells (S0-S5) as previously described (Koulnis et al., 2011). The frequencies for all cell populations are shown (N= 4 mice/group), and are representative of three separate experiments. *Pogz*<sup>-/-</sup> FLs show increased percentages of S0, S1 and S2 cells. (E) *Pogz*<sup>-/-</sup> FLs show a reduction in the total number of more differentiated erythroid cells (S3-S5). Data are presented as mean  $\pm$  SD. \*  $P < 0.05$ ; \*\*  $P < 0.01$ , and are representative of three separate experiments. (F) Loss of *Pogz* affects expression of genes linked to hematological disease. Genes denoted with green color are downregulated in *Pogz*<sup>-/-</sup> fetal livers. Genes denoted with red color are upregulated in *Pogz*<sup>-/-</sup> fetal livers.

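Of the genes that Fig. S2F links to hereditary persistence of fetal hemoglobin and to erythrocytosis, Hbb-bh1 fell in the E14.5 arrays, as given at the globin genes, and the other 6 measured here did not pass the test. Add2, β-adducin of the red cell membrane skeleton, had a log2 fold change of 0.36 without Pogz+/+ replicate 1 (SE 0.13, adjusted p = 0.158 from limma with trend and robust), while 4 of its 5 probe sets were lower. Apoe, an apolipoprotein, had 0.31 (SE 0.17, adjusted p = 0.349) and Arid4a, a chromatin protein that binds the retinoblastoma protein, 0.29 (SE 0.14, adjusted p = 0.317). Egln1, the prolyl hydroxylase that senses oxygen, had 0.47 (SE 0.18, adjusted p = 0.196), and both of its probe sets were higher. Socs3, a feedback inhibitor of JAK-STAT signalling, had −0.53 (SE 0.20, adjusted p = 0.188). Idh2, a mitochondrial isocitrate dehydrogenase, had 0.19 on its brightest probe set (SE 0.21, adjusted p = 0.677). It had −0.91 on the other, which is the one that Table S1 lists (adjusted p = 0.152 over probe sets). After centring each array on its median, Add2 (0.63), Arid4a (0.56) and Egln1 (0.74) were called, with adjusted p of 0.0115, 0.0362 and 0.0268. Over all 6 arrays limma's plain fit called none of them (log2 fold changes from −0.73 for Socs3 to 0.63 for Add2). The brightest Idh2 probe set was 0.56 over 6 arrays, and ranged from 0.19 to 0.88 when each array was left out in turn.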

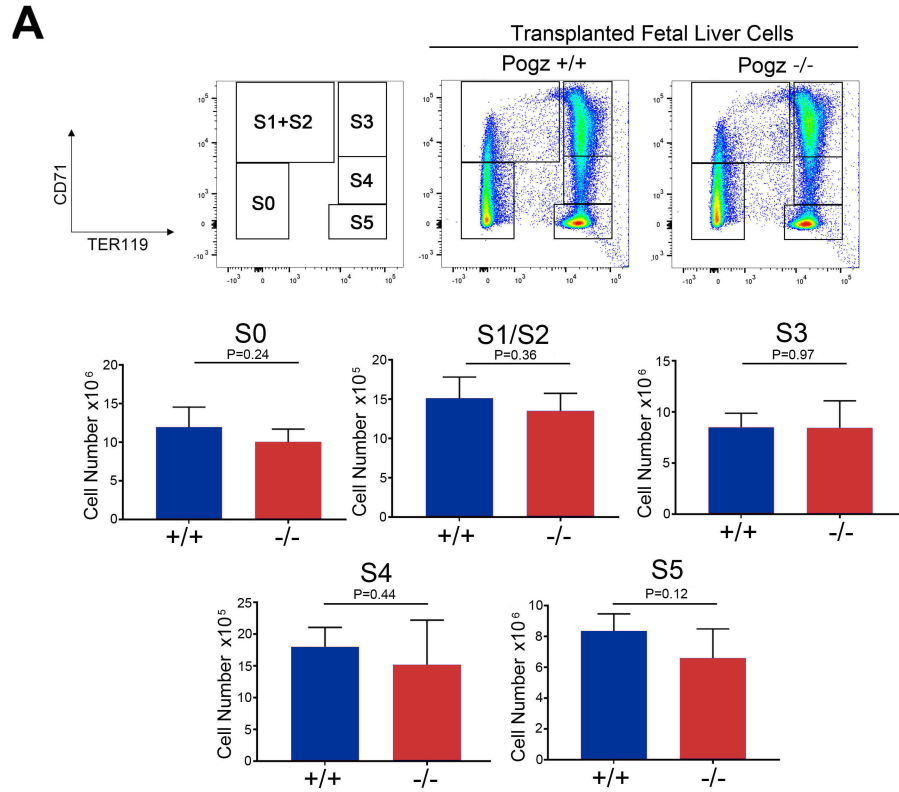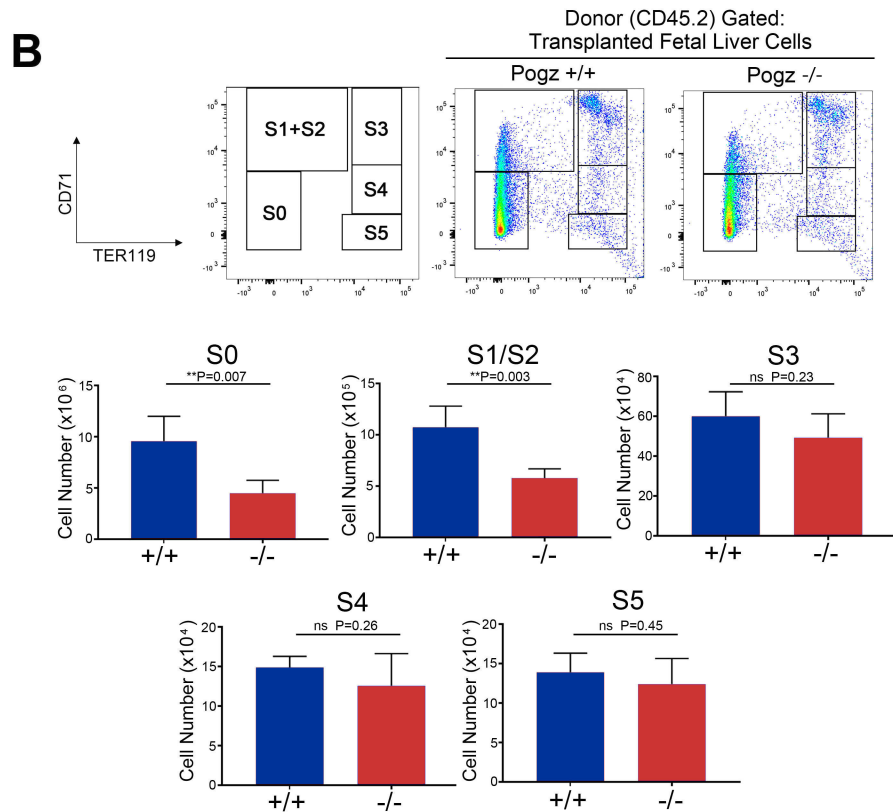

**Figure S3**

**Figure S3. Erythroid development in mice transplanted with Pogz<sup>-/-</sup> fetal liver cells,**

**Related to Figure 4.** Representative flow cytometry analysis of CD71 and Ter119 expression in recipients of E15.5 Pogz<sup>+/+</sup> (N=5) and Pogz<sup>-/-</sup> FL cells (N=4) 4 months after transplantation.

Gates were set around subsets of differentiating BM erythroid cells (S0-S5) as previously described (Koulis et al., 2011). **(A)** Flow cytometry analysis of total BMCs from recipient mice and **(B)** flow cytometry analysis of CD45.2<sup>+</sup> donor-derived BMCs. Data are presented as mean  $\pm$  SD. \*\*  $P < 0.01$ , and are representative of two separate experiments.

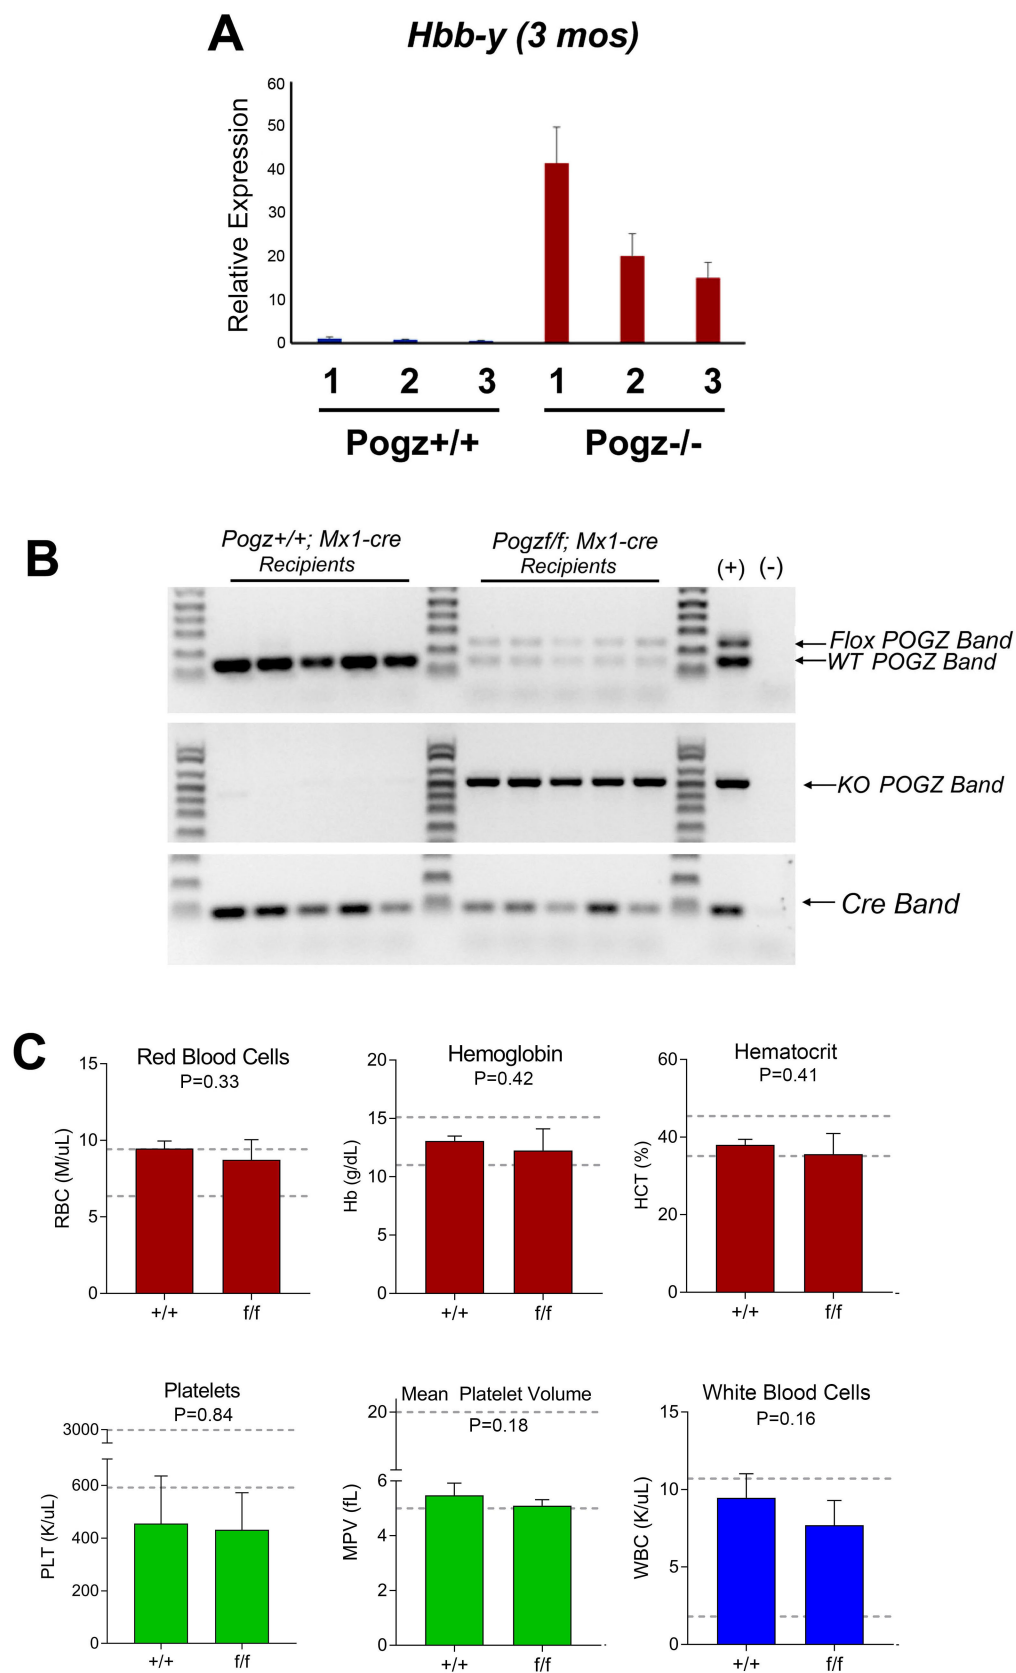

**Figure S4**

**Figure S4. Persistence of fetal globin expression and analysis of PBCs in transplant recipient mice, Related to Figure 4.** (A) Persistence of embryonic *Hbb-y* globin expression in mice transplanted with *Pogz*<sup>-/-</sup> FL cells. RNA was purified from PBCs isolated from mice 3 months after transplantation with *Pogz*<sup>+/+</sup> and *Pogz*<sup>-/-</sup> FL cells, and *Hbb-y* expression analyzed by real-time RT-qPCR. Gene expression was normalized to  $\beta$ -actin expression. Experiments were performed in triplicate and data are presented as mean  $\pm$  SD, and representative of two separate experiments. (B) PBCs were isolated from mice transplanted with *Pogz*<sup>+/+</sup>; *Mx1-cre* and *Pogzf/f*; *Mx1-cre* 12 weeks after treatment with pIpC. DNA was extracted from PBCs and individual recipient mice were genotyped using primers that specifically amplify *Pogz*<sup>+/+</sup> and *Pogz*<sup>-/-</sup> DNA by PCR followed by gel electrophoresis. (C) CBC analysis of PBCs obtained from mice transplanted with *Pogz*<sup>+/+</sup>; *Mx1-cre* or *Pogzf/f*; *Mx1-cre* or BMC 12 weeks post pIpC injections (N=5 for each genotype). No significant differences in red blood cell counts, hemoglobin concentration, hematocrit (%), platelets, mean platelet volume, and white blood cell counts were observed in mice transplanted with *Pogz*<sup>+/+</sup>; *Mx1-cre* BMC or *Pogzf/f*; *Mx1-cre* BMCs. Data are presented as mean  $\pm$  SD. \*  $P = 0.01$ , and are representative of three separate experiments.

**A**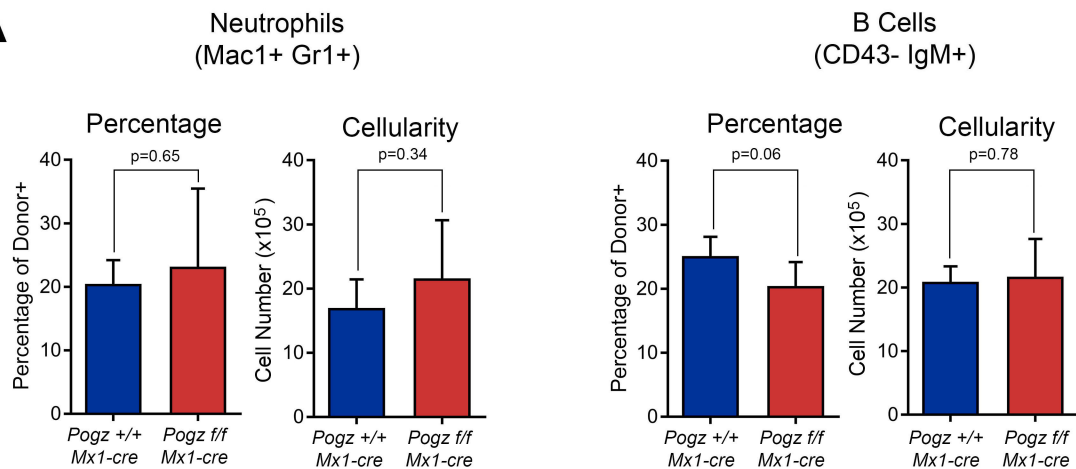**B**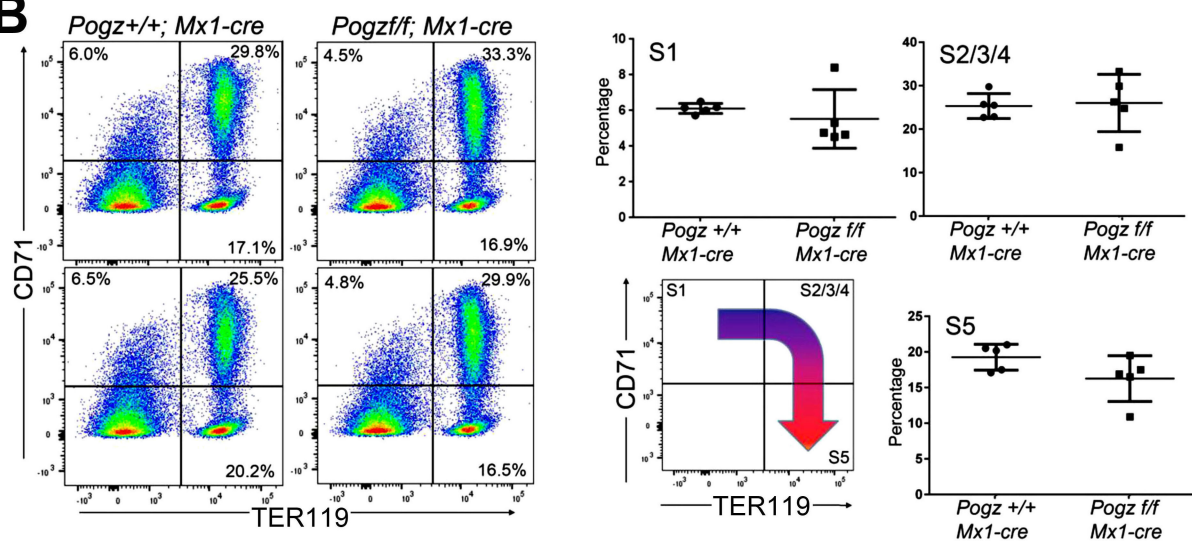**C**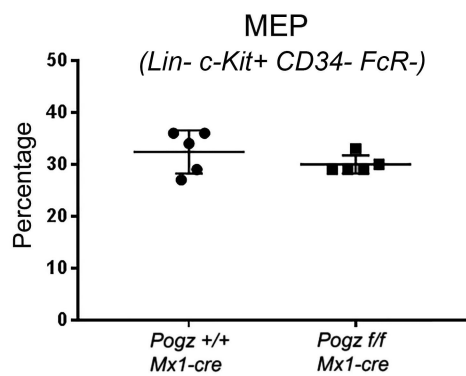**D**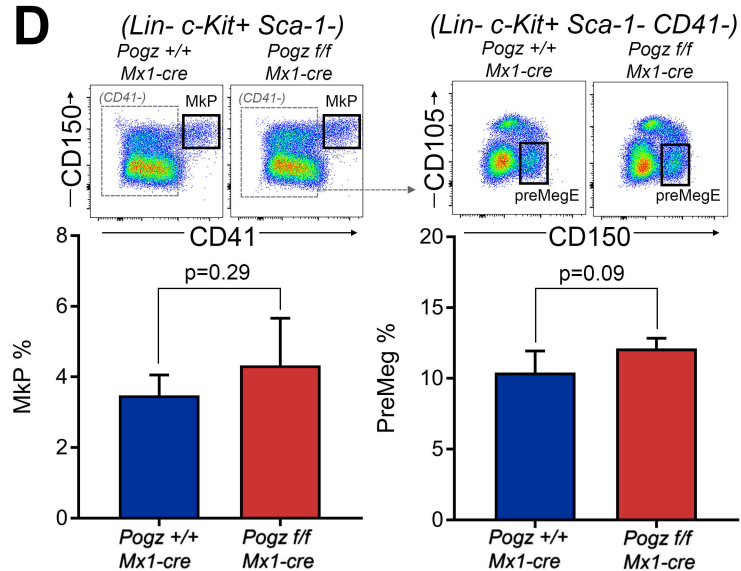**Figure S5**

**Figure S5. Analysis of hematopoietic development in mice transplanted with Pogz+/+;**

**Mx1-cre or Pogzf/f; Mx1-cre BMC, Related to Figure 4.** (A) No difference in neutrophil or B cell development was observed in mice transplanted with Pogz+/+; Mx1-cre or Pogzf/f; Mx1-cre BMCs 12 weeks after pIpC treatment. The frequency and total number of donor neutrophils and mature B cells for individual mice is presented. (B) Representative flow cytometry analysis of CD71 and Ter119 expression in differentiating erythroid cells (S0-S5) in mice transplanted with Pogz+/+; Mx1-cre or Pogzf/f; Mx1-cre BMCs 12 weeks after pIpC treatment. No difference in the frequency of differentiating erythroid cells in S1, combined S2/3/4 or S5 gates was observed. (C) BMCs were stained with lineage markers, c-Kit, Sca1, CD34 and Fcγ to analyze the frequency of MEPs by flow cytometry. No difference in the frequency of donor MEPs was observed in mice transplanted with Pogz+/+; Mx1-cre or Pogzf/f; Mx1-cre BMCs 12 weeks after pIpC treatment. (D) Frequency of donor Mk and preMegE progenitors in mice transplanted with Pogz+/+; Mx1-cre or Pogzf/f; Mx1-cre BMC 12 weeks after pIpC injections. BMCs were stained with lineage markers, c-Kit, Sca1, CD41, CD150, and CD105 and analyzed by flow cytometry. The data presented in **A-D** are representative of at least two separate experiments with five mice analyzed per group.

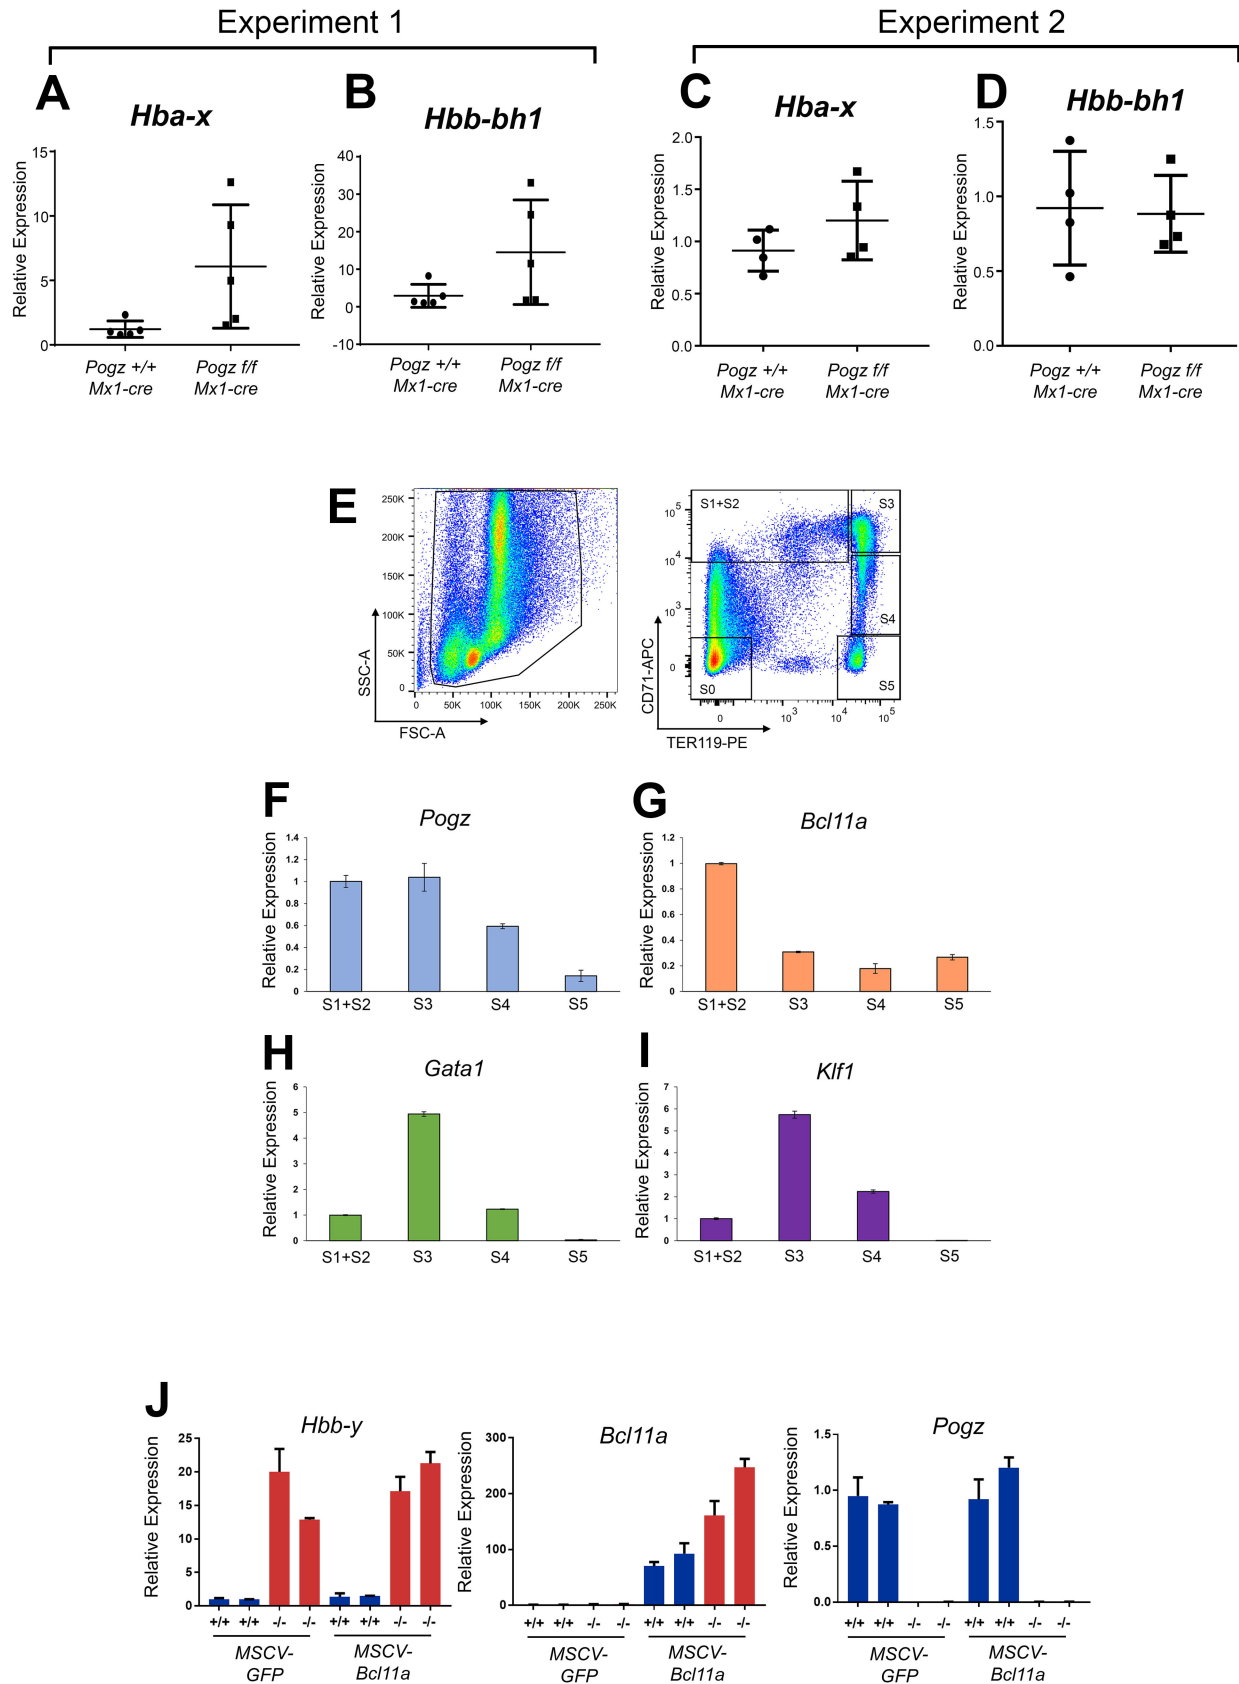

**Figure S6**

**Figure S6. Expression and regulation of hemoglobin and transcription factor expression in mice that lack *Pogz* expression, Related to Figure 4 and Figure 5.** (A-D) *Hba-x* and *Hbb-bhl* expression was elevated in some mice transplanted with *Pogzf/f*; *Mx1-cre* BMCs. BMCs were harvested from recipient mice transplanted with *Pogz*<sup>+/+</sup>; *Mx1-cre* or *Pogzf/f*; *Mx1-cre* BMC 12 weeks post pIpC treatment, and expression of *Hba-x* and *Hbb-bhl* was analyzed by real-time qRT-PCR (N=5 per genotype) in two separate experiments. Gene expression was normalized to  $\beta$ -actin expression. (E-I) *Pogz*, *Bcl11a*, *Gata1* and *Klf1* RNA expression was determined in FACS sorted erythroid cells from the bone marrow of normal mice by qRT-PCR. Bone marrow erythroid cells from C57BL/6J mice were stained with Ter119 and CD71 antibodies and sorted into 4 populations (Ter119-CD71<sup>+</sup> {S1-2}, Ter119+CD71<sup>HI</sup> {S3}, Ter119+CD71<sup>Med</sup> {S4}, and Ter119+CD71<sup>-</sup> {S5}) using the gates defined. (F) *Pogz* and (G) *Bcl11a* show similar RNA expression profiles throughout erythroid differentiation, whereas (H) *Gata1* and (I) *Klf1* RNA expression is predominantly in Ter119+CD71<sup>HI</sup> (S3) cells. (J) Overexpression of *Bcl11a* in E16.5 *Pogz*<sup>-/-</sup> FL cells does not repress *Hbb-y* expression. E16.5 *Pogz*<sup>+/+</sup> and *Pogz*<sup>-/-</sup> FL erythroid progenitors (N=2 each genotype) were transduced with a control retroviral vector or a *Bcl11a* retroviral vector, and harvested 60 hrs post transduction for qRT-PCR analysis of *Hbb-y*, *Pogz* and *Bcl11a* expression. Gene expression was normalized to  $\beta$ -actin expression.

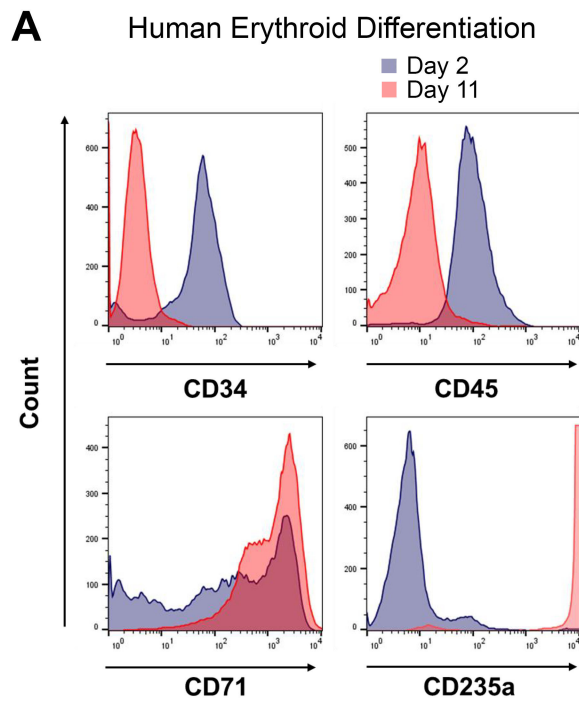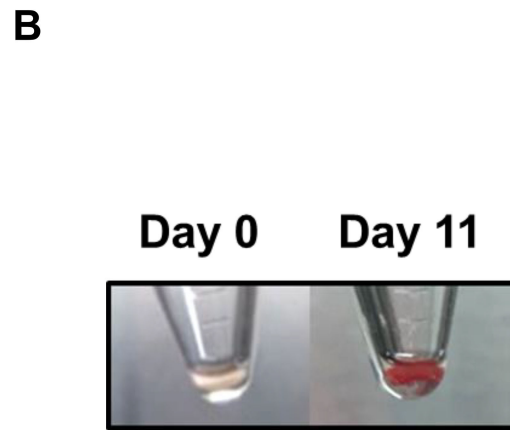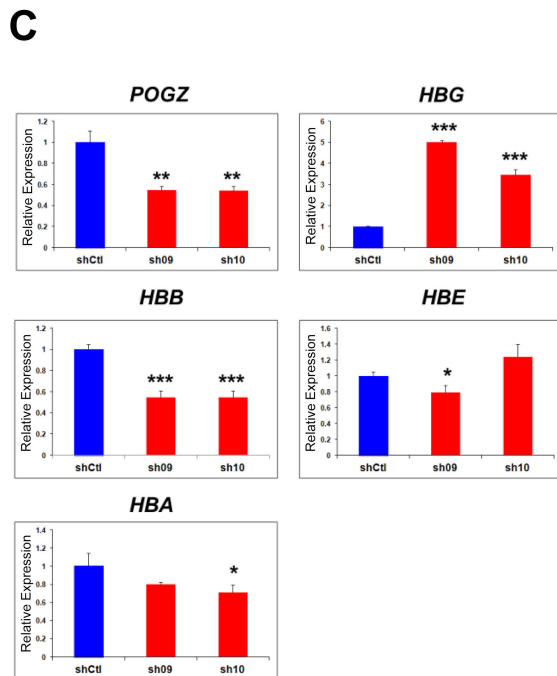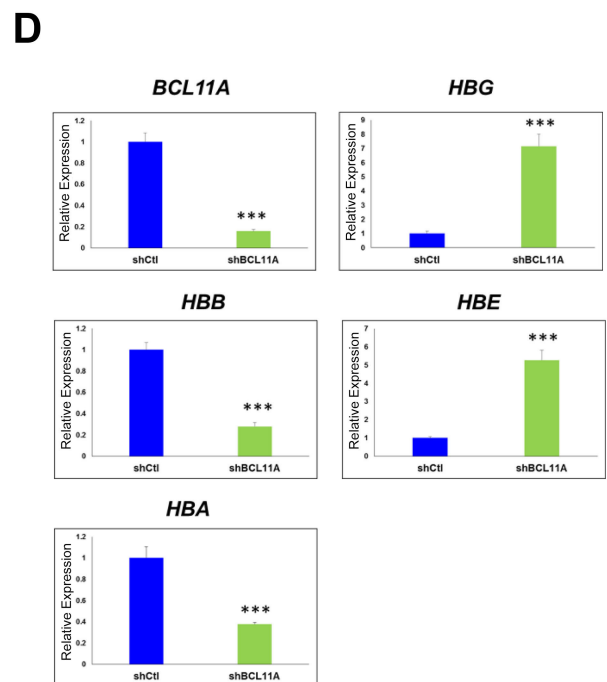

**Figure S7**

**Figure S7. POGZ regulates fetal hemoglobin expression in normal human erythroid**

**expansion and differentiation culture *in vitro*, Related to Figure 7.** CD34<sup>+</sup> cells were

purified from mobilized peripheral blood cells, and then cultured in a modified 2 phase *in vitro*

erythroid expansion and differentiation system. (A) Flow cytometry analysis of CD34, CD45,

CD71 and CD235a expression on day 2 (blue histograms) and day 11 (red histograms) of

erythroid cell cultures *in vitro*. (B) Photographs of undifferentiated control cell pellet at day 0

(left panel) and cell pellet of differentiated cells at day 11 demonstrating hemoglobinization of

cells in culture (right panel). (C) Bar graphs showing expression of *POGZ*, *HBG1/2*, *HBB*, *HBE*

and *HBA* following lentiviral mediated shRNA knockdown of *POGZ* using two *POGZ* shRNA

constructs. Erythroblasts were harvested on day 10 post transduction, and expression analyzed by

real time RT-qPCR. Gene expression was normalized to *ACTIN* expression. Experiments were

performed in triplicates and data are presented as mean  $\pm$  SD. \*  $P < 0.05$ ; \*\*  $P < 0.01$ ; \*\*\*  $P <$

0.001. (D) Bar graphs showing expression of *BCL11A*, *HBG1/2*, *HBB*, *HBE* and *HBA* following

lentiviral mediated shRNA knockdown of *BCL11A*. Erythroblasts were harvested on day 10 post

transduction, and expression analyzed by real time RT-qPCR. Gene expression was normalized

to *ACTIN* expression. Experiments were performed in triplicates and data are presented as mean

$\pm$  SD. \*\*\*  $P < 0.001$ .

## **Supplemental Experimental Procedures**

**Cell Cultures:** KG1 cells were maintained in IMDM media (Life Technologies, Gaithersburg, MD, USA) containing 20% FBS and 1% Penicillin/Streptomycin (Life Technologies), and differentiated into myeloid cells by adding 20 ng/ml PMA (Sigma-Aldrich, St. Louis, MO, USA) and 20 ng/ml TNF- $\alpha$  (R&D Systems, Minneapolis, MN, USA). Murine erythroleukemia (MEL) cells were maintained in RPMI-1640 media (Life Technologies) containing 10% FBS and 1% Penicillin/Streptomycin (Life Technologies). Human CD34<sup>+</sup> cells were obtained from peripheral blood stem/progenitor cells mobilized by granulocyte colony-stimulating factor (G-CSF) under studies (02-H-0160 and 08-H-0156) that were approved by the institutional review boards (IRB) of the National Heart, Lung, and Blood Institute (NHLBI) and the National Institute of Diabetes, Digestive, and Kidney diseases (NIDDK). All patients gave written informed consent for the sample donation and consent documents are maintained in the medical records. The consent documents were approved by the IRB prior to study initiation and were reviewed and updated yearly. The CD34<sup>+</sup> cells were thawed and cultured in a 2 stage culture system as previously described (Migliaccio et al., 2002). Briefly, the cells were cultured in an expansion media consisting of IMDM with 1% Penicillin/Streptomycin, 20% FBS, 10 ng/ml Stem Cell Factor (SCF), 2.0 U/ml Erythropoietin (EPO), 1 ng/ml IL-3, 1  $\mu$ M Dexamethasone and 1  $\mu$ M Estradiol, for 5 days, with fresh media added as needed to keep the cells at 0.1-1x10<sup>6</sup> cells/ml. On day 6 cells were transferred to differentiation media consisting of IMDM, 1% Penicillin/Streptomycin,

20% FBS, 2.0 U/ml EPO, 10 ng/ml Insulin, 0.5 mg/ml Holo Transferrin and 2% BSA Fraction V. The differentiation media was changed every other day until cells were harvested.

**Western Blot Analysis:** Whole-cell lysates for western blot analysis were prepared from KG1 cells, MEL cells, wild type adult mouse tissues, Pogz<sup>+/+</sup>, Pogz<sup>+/-</sup> and Pogz<sup>-/-</sup> fetal brains, fetal livers and CD34 HSPC derived erythroblasts. The lysates were resolved on 4-12% Tris-Glycine pre-cast gels (Life Technologies), transferred to nitrocellulose membranes and probed with specific antibodies against Pogz (from Bethyl Laboratories, Montgomery, TX, USA), Bcl11a (Abcam, Cambridge, MA), fetal hemoglobin; HBG1/2 (Santa Cruz Biotechnology, Inc., Dallas, TX, USA) and Actin (Millipore, Billerica, MA, USA). Goat anti-mouse IgG-HRP or goat anti-rabbit IgG-HRP (Santa Cruz Biotechnology) were used as secondary antibodies, and ECL detection kit (GE Healthcare Biosciences, Pittsburgh, PA, USA) to develop blots.

**Immunofluorescence:** MEL cells were fixed with 2% paraformaldehyde on poly-L-lysine coated slides followed by permeabilization with 0.05% Triton X-100. The cells were blocked with 5% normal goat serum and 3% BSA for 30 minutes at room temperature. Cells were then labeled with primary antibodies to Pogz (1:50; IHC-00712, Bethyl Laboratories) and fibrillarin (1:200; sc-166021, Santa Cruz Biotechnology) overnight at 4°C. After washing with PBS, cells were incubated with Texas Red goat anti-rabbit (1:500; Invitrogen) and Alexa-Fluor 488 goat anti-mouse (1:500; Invitrogen) at room temperature for 1 hour. Cells were mounted with ProLong Gold anti-fade reagent with DAPI to stain for the nucleus and visualized by a LSM 710 scanning confocal microscope (Zeiss).

**Mice:** Mice were housed, fed and handled in accordance with the National Institutes of Health guidelines for animal care and use, and the Guide for the Care and Use of Laboratory Animals,

8th Edition. All mouse experiments were reviewed and approved by the Institutional Animal Care and Use Committee of the National Cancer Institute at Frederick, which is accredited by AAALAC International.

**Targeted Disruption of the Pogz Gene:** The conditional knockout vector for Pogz was constructed using the recombineering method as previously described (Liu et al., 2003). Briefly, using probes for the 5' and 3' ends of the gene, three different 129/SV BAC clones (543F12, 60907, 529K9; all from Life Technologies) which contained the gene (or parts of the gene) were identified. BAC 60907 was found to contain the entire region of interest and was used for sequence retrieval. Primers used in the study were designed using MacVector (MacVector, Inc., Cary, NC, USA) and are listed in Table S2. All PCR reactions were performed using the ROCHE Expand High-Fidelity Kit (Roche Applied Science, Indianapolis, IN, USA). Exons 13-19, which encode the CENPB and DDE domains and a portion of the zinc finger region of the Pogz protein, were targeted. These were flanked by a loxP site at the 5' end and a FRT-Neo-FRT-loxP cassette on the 3' end. The Pogz targeting vector was linearized and introduced into CJ7 ES cells by a standard electroporation method. ES cell clones resistant for G418 and FIAU were selected and analyzed using Southern blot hybridization of EcoRI-digested genomic DNA. Two independently targeted ES cell clones were injected into C57BL/6 blastocysts to produce chimeras demonstrating germ-line transmission of the targeted gene. To delete the neo cassette from the line, Pogzneo/neo mice were crossed with  $\beta$ -actin-flp mice to produce Pogz<sup>f/+</sup> mice. These were subsequently crossed to  $\beta$ -actin-cre mice to produce heterozygous Pogz<sup>+/-</sup> mice. To detect the full length Pogz coding sequence, cDNA from mouse fetal brain was amplified using the Advantage 2 PCR system (Clontech Laboratories, Inc. Mountain View, CA, USA) according to the manufacturer's recommendations. Primer sequences are listed in Table S2. To

conditionally delete the *Pogzf* allele, an *Mx1-cre*<sup>+</sup> transgene was introduced into *Pogzf/f* mice to generate *Pogz*<sup>+/+</sup>; *Mx1-cre* and *Pogzf/f*; *Mx1-cre* mice.

**Microarray analysis:** Microarray analysis was performed at the NCI Frederick Laboratory of Molecular Technology. Briefly, RNA was isolated from E14.5 *Pogz*<sup>+/+</sup> and *Pogz*<sup>-/-</sup> fetal livers (3 of each genotype) using the Ambion RNAqueous-4PCR Kit (Life Technologies). RNA quality was analyzed using Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, USA). Approximately 100 ng RNA was reverse transcribed from each sample, labeled with biotin and hybridized to Affymetrix GeneChip Mouse Genome 430 2.0 microarrays (Affymetrix, Santa Clara, CA, USA). Data was analyzed using the GeneSpring software (Agilent Technologies Inc.). The cutoff value was set at  $\pm 1.5$  fold and the false discovery rate at  $P=0.05$ . Of the 1232 transcripts with an Id, 1185 could be mapped and 1062 were analysis ready. Pathway analysis was performed using Ingenuity Pathway Analysis (IPA) (Ingenuity Systems, Inc., Redwood City, CA, USA). Microarray data was deposited to the Gene Expression Omnibus database (<https://www.ncbi.nlm.nih.gov/geo/>). Accession number GSE113503.

**Flow Cytometry:** For flow cytometric analysis of mouse cells, single-cell suspensions were prepared from E14.5-E16.5 *Pogz*<sup>+/+</sup> or *Pogz*<sup>-/-</sup> FL cells, or BMC and PBC from animals transplanted with *Pogz*<sup>+/+</sup> or *Pogz*<sup>-/-</sup> FL cells, or *Pogz*<sup>+/+</sup>; *Mx1-cre* and *Pogzf/f*; *Mx1-cre* BMCs. Where applicable, the cells were incubated with ACK lysis buffer (Life Technologies) to lyse red cells followed by a wash in PBS/2% BSA buffer. FL cells were resuspended in PBS/2% BSA and treated with Fc receptor blocking antibodies (anti-mouse CD16/32), and then incubated with the following conjugated monoclonal antibodies for lineage analysis: Isotype controls: rIgG2a (eBR2a), rIgG2b (eB149/10H5), CD71 (R17217), Ter119 (TER-119), anti-Gr-1 (RB6-8C5), anti-Mac-1 (M1/70), CD19 (1D3). For HSPC analysis, BMCs were incubated with

biotinylated antibodies against Lin markers (Mac-1, Gr-1, B220, Ter119, CD4, CD8), PE-conjugated c-Kit (2B8), APC-conjugated Sca-1 (E13-161.7), PE-Cy7-conjugated Flk2 (A2F10) FITC-conjugated CD34 (RAM34), PE-Cy5-conjugated IL-7r (A7R34), and streptavidin-eflour450. HSCs are Lin-negative (L), c-Kit<sup>+</sup> (K) and Sca-1<sup>+</sup> (S) (LSK) CD34-Flk2- cells, and common lymphoid progenitors (CLP) are LSK Flk2+IL7r+ cells. LK progenitors were isolated by replacing Flk2 and IL7r antibodies with PE-Cy7-conjugated FcγRII/III ( 2.4G2) including common myeloid progenitors (CMP) LK CD34+FcR-, granulocyte/macrophage progenitors (GMP) LK CD34+, FcR+, and megakaryocyte-erythrocyte progenitors (MEP) are LK CD34-FcR-. Megakaryocyte progenitors, (MP) progenitors are LK CD150+CD41+ cells, and preMegE are LK CD41-CD150+CD105- and were identified using PE-conjugated CD41 (MWReg30), APC-conjugated CD150 (mShad150), biotin-conjugated CD-105 (MJ7/18), and streptavidin-eflour450. Throughout the staining process, the cells were kept at 4°C, and the antibodies were used at a concentration of 0.2-0.5 µg/1 × 10<sup>6</sup> cells. For flow cytometric analysis of human CD34+ cells differentiated towards the erythroid lineage, cells were resuspended in PBS/2% BSA and treated with Fc receptor blocking antibodies (anti-human CD16/32), and then incubated with the following conjugated monoclonal antibodies for lineage analysis: FITC and APC-conjugated-mIgG1 (MOPC-21), APC-conjugated mIgG2a (G155-178), PE-conjugated mIgG2b (27-35), FITC-conjugated CD34 (581), APC-conjugated CD45 (HI30), APC-conjugated CD71 (M-A712), PE-conjugated CD235a (HIR2). All antibodies were purchased from BD Biosciences (San Jose, CA, USA) or eBiosciences (San Diego, CA, USA). The cells were analyzed by

FACS-CantoII or FACSCalibur (BD Biosciences) and data analyzed using FlowJo software (Tree Star Inc., Ashland, OR, USA).

**Fetal Liver and Bone Marrow Cell Transplantation:** Fetal livers were harvested from E14.5-E16.5 *Pogz*<sup>+/+</sup> and *Pogz*<sup>-/-</sup> embryos and BMCs were isolated from adult *Pogz*<sup>+/+</sup>; *Mx1-cre* and *Pogzf/f*; *Mx1-cre* mice and transplanted as previously described (Gudmundsson et al., 2014; Gudmundsson et al., 2012). Briefly, FL cells were dissociated in PBS 4° C by mechanical disruption, and femurs were flushed using 5 ml syringe with a 29G × ½ needle and cells were passed through through 0.45 µm mesh filters (Millipore) to obtain single cell suspensions. The cells were resuspended in PBS and FL cells were transplanted at  $0.25 \times 10^6$  cells/ 0.2 ml, and BMC at  $1 \times 10^6$ / 0.2ml. The cell suspension was injected into the tail vein of lethally irradiated (10 Gy) recipient mice (B6.SJL-Ptprca Pep3b/BoyJ, CD45.1, Charles River Laboratories) to track donor reconstitution. Six weeks after transplantation of *Pogzf/f*; *Mx1-Cre* BMCs and controls, the mice were injected with 300µg of polyinosinic–polycytidylic acid solution (pIpC) dissolved in physiological water (NaCl 0.9%) (tlrl-pic, Invivogen or P1530, Sigma-Aldrich) 2 or 3 times every other day. The day of last injection was defined as day 0.

**Lentiviral mediated shRNA knockdown:** Mouse and human *Pogz* and *Bcl11a* shRNA target sequences were derived from The RNAi Consortium (TRC) portal (<http://www.broadinstitute.org/rnai/public/>) for oligo generation (sequences listed in Table S2). Oligos containing the target sequences were purchased, annealed and cloned into the pLKO.1 puro vector according to TRC protocols (<http://www.broadinstitute.org/rnai/public/resources/protocols>). Infectious lentivirus was generated by transfecting the shRNA constructs and packaging plasmids (PMD2G and pCMV8.74) into 293T/17 cells using the LipoD293 transfection agent (SignaGen, Rockville,

MD, USA). Virus containing supernatants were collected 48 hours post transfection. To calculate viral titers, NIH3T3 cells were transduced with serial dilutions of viral supernatants. Media containing puromycin (2 µg/ml) or blasticidin (10 µg/ml) was added 48 hours post transduction and resistant colonies counted 3 days later. For Pogz or Bcl11a knockdown, MEL cells or human CD34+ HSPC derived erythroblasts were transduced with shRNA lentivirus by spinoculation. Briefly, lentivirus and cells (4:1 ratio) were spun at 2000 x g for 90 minutes at 37°C. At 24-48 hours post transduction, puromycin (2 µg/ml) or blasticidin (10 µg/ml) was added to the cultures. MEL cells were harvested at 72-96 hours post transduction and CD34+ HSPC derived erythroblasts 9-12 days post transduction for real-time qRT-PCR and western blotting.

**Retroviral transduction.** MSCV-mPogz-IRES-eGFP retroviral construct was produced at the NCI-Frederick Protein Expression Laboratory and used to generate infectious viral particles in Ecotropic Plat-E packaging cells. Briefly, Plat-E cells were transiently transfected with a control retrovirus or MSCV-mPogz-IRES-eGFP retrovirus using Fugene 6 (Roche) and viral supernatant harvested 48 hours post-transfection. To calculate viral titers, NIH3T3 cells were transduced with serial dilutions of viral supernatants and GFP positive colonies counted 48 hours post-transduction. E16.5 Pogz<sup>-/-</sup> fetal liver cells were transduced in 1:4 ratio with control or MSCV-mPogz-IRES-eGFP retrovirus on plates coated with Retronectin (Takara Bio Inc., Mountain View, CA, USA) in DMEM media containing 15% FBS, 1% P/S, SCF (100 ng/ml), IL-3 (6 ng/ml), IL-6 (10 ng/ml) and Polybrene (1/1000). Two consecutive transductions were carried out with 24 hour interval and cells harvested for RNA isolation 48-60 hours after the second transduction. MEL cells were transduced with MSCV-mBcl11a-IRES-eGFP retrovirus following lentiviral mediated Pogz knockdown. A second transduction was performed 24 hours later and

puromycin added to the cultures (2 µg/ml). Cells were harvested at 96 hours post transduction for real-time qRT-PCR and western blotting.

**Statistical Analysis:** Statistical analysis was performed using Graphpad Prism (GraphPad Software, Inc.). Unpaired student's t-test was used to calculate statistical significance. Results were considered significant if  $P < 0.05$ . Results are presented as mean  $\pm$  standard deviation.

**Chromatin immunoprecipitation (ChIP) assay:** ChIP assay was performed on chromatin isolated from MEL cells using the ChIP-IT Express Enzymatic kit according to the manufacturers recommendations (Active Motif, Carlsbad, CA, USA). Briefly,  $1.5 \times 10^7$  MEL cells were crosslinked in media containing 1% formaldehyde and nuclei extracted by incubating the cells in lysis buffer for 30 min on ice followed by dounce homogenization and incubation in enzymatic digestion for 10 min to shear the chromatin. Sheared chromatin was immunoprecipitated overnight at 4°C in a solution containing protein-G magnetic beads and anti-Pogz or rabbit IgG (both from Bethyl). Immunoprecipitated chromatin was washed, eluted from the beads and the crosslinking reversed. Purified DNA was used for qPCR with the following primers for the *Bcl11a* enhancer region: +58 ChIP-F: 5'- AAA GGT GTT GGG TTC TGA GG-3'; +58 ChIP-R: 5'- ATC AGC AGC GAG CTC TCA TA-3'. The following primers were used for the *Bcl11a* promoter region: mBcl11a (-3496)-F: 5'-AAG CCA TTT CTG GAG AGG TAA A-3'; mBcl11a (-3496)-R: 5'-GTA TTG TGG AGC TGG GTG AA-3'; mBcl11a (-972)-F: 5'-CTT CTC GGT CTA TGT ATT CCA ATC T-3'; mBcl11a (-972)-R: 5'-GAT CTG AGC GAC

CCT ACA AAC-3'. A validated mouse negative control primer set from Active Motif (negative primer set 2) was used as a negative control.

**Reverse Phase - High Performance Liquid Chromatography (HPLC):** Hemoglobin quantity (HBB, HBE, HBG1/2) in erythroblast cultures was determined by HPLC analysis using the Agilent 1100 HPLC series (Agilent Technologies, Santa Clara, CA) according to the manufacturers recommendations.

How the deposited data were processed for this re-analysis (not part of the article)

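RNA of FL cells from 3 Pogz+/+ and 3 Pogz−/− embryos at E14.5 was measured on Affymetrix mouse genome arrays after 3′ IVT labelling of about 100 ng RNA. The deposited intensity values were made by the authors in Affymetrix Expression Console, whose version and algorithm are not given in the sources used here. They are on a linear scale and hold the same 2% trimmed mean, 150, in each array. Their medians differ, from 29.7 to 54.3, so no quantile normalization had been applied. The paper's Table S1 was made in GeneSpring from log-scale values that are not the deposited ones. Each array was named by its genotype and replicate number from the sample titles, and no column of another sample was used.

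Log2 was taken with no pseudocount because all intensities are above 0. After the 64 controls were left out, 45037 probe sets were tested. Of these, 34945 name 1 gene in the probe annotation, 932 name several and 9160 are unnamed here; only the first kind was used for the 18193 genes, each represented by the probe set with the highest mean log2 signal over 6 arrays. Chromosomes came from a gene table of GRCm38, and no coordinates are printed. The arrays were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, genotype only, two-sided, Benjamini-Hochberg adjustment over all probe sets or genes). Counts of changed genes use an adjusted p under 0.05 and a change of at least 1.5-fold, the cutoffs in the paper's methods. A single gene is said to rise or fall at an adjusted p under 0.05 whatever its fold.

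The test over all 6 arrays was fixed before the data were examined, as were the gene lists, the rule for named genes and these alternatives: quantile normalization, median centring, a filter on dim probe sets, limma with trend and robust, the replicate number as a block, leaving out each array in turn, only the Pogz+/+ arrays of Table S1, a Y-linked covariate, no genes of X and Y, the methods' t-test, other thresholds and other choices of the probe set per gene. The fits without Pogz+/+ replicate 1 that use trend and robust, alone or with quantile normalization or median centring, were chosen after the data were examined. They leave 2 Pogz+/+ arrays, which limits the estimate of their spread. The pair of Pogz+/+ arrays behind Table S1 was taken as replicates 2 and 3 because their means correlate best with the printed ones and lie closest to them after centring (median distance 0.340 on the log2 scale, against 0.430 for all 3 and 0.509 and 0.512 for the other pairs). This is inferred and not settled: only 1 printed mean is within 0.01 of theirs, against 5 for all 3 arrays and 4 and 7 for the other pairs.

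The named genes are Pogz; the genes that the paper names for the FL arrays in its text, in Fig. 3A and in the lines of Fig. S2F on persistence of fetal hemoglobin and erythrocytosis; the globins and regulators of Fig. 3B and 3D; the 10 largest rises and the 10 largest falls among called genes whose arrays do not overlap between genotypes; and from each list the 4 members with the largest moderated t over 6 arrays, of which not all are printed. The values in Table S1 were seen when this rule was written. With 0 genes called over 6 arrays, the 10 rises and falls were taken from the fit without replicate 1, and other members that were called in that fit are named as examples, chosen after their values were seen. Some items are not reported here.

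The gene lists were tested with camera (preset correlation 0.01, Benjamini-Hochberg adjustment over 29 lists), with an estimated correlation and with fry as alternatives. They are embryonic globins, adult globins, globin regulators, BCL11A co-repressors and other globin silencers, heme synthesis, iron uptake and storage, red cell membrane and late erythroid proteins, early hematopoietic progenitors, erythropoietin receptor and JAK-STAT signalling, macrophages, granulocytes, B cells, T and natural killer cells, mast cells with basophils and eosinophils, megakaryocytes and platelets, hepatocytes and hepatoblasts, endothelium and stroma, interferon response, germline genes silenced in somatic cells, germline genes picked from Table S1, HP1 and heterochromatin factors, p53 targets, cell cycle in G2 and mitosis, DNA replication, ribosome biogenesis and MYC targets, hypoxia response, immediate early and dissociation response, unfolded protein and integrated stress response, and sex of the embryo. Of 578 list symbols, 535 had a probe set. A list's median was also placed among 10000 random lists of the same size matched on mean signal (seed 1).

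The calculations were tested on simulated arrays drawn from the real means and spreads, with 67, 67 and 66 genes changed by 1.5-fold, 2-fold and 4-fold. Over 6 arrays, limma's plain fit recovered 0 of the 66 genes changed 4-fold and trend and robust recovered 16, with 1 false call. Without Pogz+/+ replicate 1, trend and robust recovered 23 of the 66 and 13 of the 67 genes changed 2-fold, with 3 false calls. The methods' t-test recovered 4 of the 66 over 6 arrays. Camera recovered the 1 list that was raised, with 0 false calls. In the real arrays it called up to 4 lists in splits that mix the genotypes. The simulation thus does not give camera's rate of false calls there. The number of arrays limits the precision of every value. The Ingenuity Pathway Analysis of the paper was not repeated here.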

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

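The tests of array controls, of RNA quality, of the sex of the embryos and of the wider list of germline genes were chosen only after the results were seen. The tests of signal, of progenitors and of cell types in replicate 1 were written down before their results were seen. The rules for RNA quality and for progenitors in late red cell genes and for germline genes as a class were made stricter after their values were known, which moved all of them from excluded to open.

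In genes outside those the paper discusses, the signal of all 3 Pogz−/− arrays lay above that of all 3 Pogz+/+ arrays by a wide margin. The lowest Pogz−/− array exceeded the highest Pogz+/+ array by 4.16 on the log2 scale for Trap1a, by 2.58 for Fmr1nb and by 1.86 for Rpl39l, all 3 genes of the germline or testis. Wide margins were not confined to germline genes. Among genes called over 6 arrays with trend and robust, the margin was also 2.64 for Slc25a31, a germline gene. It was 2.09 for Chil3, 2.02 for 4930447C04Rik and 1.80 for Snhg14. The sex of the embryos is argued against because both genotypes held both sexes. Over 8 picked germline genes the median difference between the male and female Pogz−/− arrays was 0.26, against 2.85 between genotypes. Table S1, from which they were picked, selects for a small spread within a genotype, so these values add nothing. A release of germline genes as a class stays open, although the bound first written against it is met (an upper quartile of 0.64, under the 2.85 of the picked genes). Of 31 germline genes listed without regard to Table S1, the upper quartile was 0.64 and camera did not call them (adjusted p = 0.604 over 6 arrays), but their median lay at the 99.39th percentile of random lists matched on signal over 6 arrays and at the 79.84th without Pogz+/+ replicate 1, and 26 of the 31 had a mean signal under the median of all probe sets, where a fold change excludes little. That loss of Pogz may raise a few germline genes is a hypothesis too, found and tested on the same arrays.

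Pogz+/+ replicate 1 stood apart from the other 5 arrays. Shorter RNA or target is 1 candidate explanation: its log2 difference of 3′ and 5′ signal exceeded that of the next array by at least 0.718, the smaller of the gaps for β-actin and Gapdh. A weak labelled target that was scaled up is another, since its hybridization controls exceeded the next array by 2.10 on the log2 scale. These controls also moved with genotype without replicate 1. Their mean log2 signal was 12.43 and 12.18 in Pogz+/+ replicates 2 and 3, and 11.41 to 11.92 in Pogz−/−. Both explanations of replicate 1 are open and could hold together. Another mix of cell types meets the bound written in advance against it, but that bound was too weak to exclude it. Between replicate 1 and the other Pogz+/+ arrays, 0 of 10 cell type lists shifted beyond random lists matched on signal, but their ranges are wide (−0.29 to 1.40 for T and natural killer cells), and the lists of heme synthesis and of G2 and mitosis, which were not among the 10, lay outside theirs (1.94th and 0.19th percentiles).

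Genes of late red cells were lower in Pogz−/− without Pogz+/+ replicate 1 (median −0.21, and 0.06 after median centring, against −0.10 and 0.18 for all genes; 6 of 24 fell; camera adjusted p = 0.0366, and 0.564 with an estimated correlation). The list's median signal in each array did not separate the genotypes. It was 11.957 and 11.880 in Pogz+/+ replicates 2 and 3, 11.312 in replicate 1, and 11.745 to 12.007 in Pogz−/−. A trend of the fold change with signal stays open, since the median of the list's fold changes lay at the 22.93th percentile of random lists matched on signal as deposited and at the 13.05th after quantile normalization, both inside their middle 95%. RNA quality that differs by genotype stays open: in Pogz+/+ replicate 1, the array with the largest 3′ to 5′ ratios, the list lay at the 3.97th percentile of matched random lists, lower where this explanation needs it higher, but inside their middle 95% and in 1 array. A shift toward earlier progenitors, a biological explanation that was tested, stays open as well. A lower share of late red cells alone was also tested and is weighed under the other observations. In the median of progenitor genes minus that of late red cell genes, the lowest Pogz−/− array lay at −0.53 relative to the highest Pogz+/+ array. The bound written down for this value took the extreme arrays and left out the spread, which reached 0.50 within a genotype, so the value excludes nothing. On average this score was lower in Pogz−/−, against the shift (−0.19 over 6 arrays, −0.12 without Pogz+/+ replicate 1). The medians of the fold changes go the other way (0.07 for progenitors, −0.21 for late red cells), and at E15.5 the paper reports higher frequencies of the earliest erythroid cells (S0 to S2). An effect of genotype within red cells was not tested.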

How the results depend on the processing

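Tests chosen only after the results were seen are those without Pogz+/+ replicate 1 that use trend and robust, quantile normalization, an estimated correlation or fry, those over 6 arrays that join trend and robust with quantile normalization, and the other splits with limma's plain fit and over probe sets. Every count of changed probe sets and genes over all 6 arrays was 0 with limma's plain fit, and stayed 0 with quantile normalization, median centring, the filter on dim probe sets, the replicate block, the Y-linked covariate and without X and Y genes, and when each array was left out in turn (from 0 to 0). At an unadjusted p under 0.05 there were 2389 genes over 6 arrays, and 1530 to 2518 under these alternatives.

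Counts moved with the variance model and the threshold. Over 6 arrays, trend and robust called 14 probe sets higher and 3 lower, and 18 genes higher and 4 lower; with quantile normalization added it called 7 and 1 probe sets and 7 and 2 genes. The methods' t-test called 1 probe set, lower, with the adjustment over all probe sets and 1 with the adjustment over those changed 1.5-fold. A 1.5-fold change with no p gave 6301 probe sets higher and 14989 lower, and 2262 and 5410 genes. Without Pogz+/+ replicate 1, trend and robust called 518 probe sets higher and 287 lower, and 315 and 182 genes. With quantile normalization these were 445 and 259 probe sets and 258 and 165 genes, and with median centring 2238 and 103 probe sets and 1341 and 63 genes. Called in all 3 scalings, at any fold, were 338 genes higher and 81 lower. The cause was not tested.

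Camera called 6 lists over 6 arrays, 0 with an estimated correlation and 2 with fry. Without replicate 1, fry called 12 and the estimated correlation 0. The estimated correlation of the picked germline genes was 0.0021, under the preset 0.01, and their call was still lost. A call lost at this setting thus does not show that correlated genes made it. With an estimated correlation over 6 arrays, the adjusted p was 0.408 for B cells, granulocytes, hypoxia response and HP1 factors, 0.443 for ribosome biogenesis and 0.0542 for the picked germline genes. Without replicate 1 it was 0.564 for B cells, granulocytes and HP1 factors, 0.577 for hypoxia response, 0.609 for ribosome biogenesis and 0.200 for the picked germline genes. With fry over 6 arrays the adjusted p was 0.0601 for B cells, 0.0787 for granulocytes and hypoxia response, 0.0875 for HP1 factors, 0.191 for ribosome biogenesis and 0.0134 for embryonic globins, which camera did not call. Fry without replicate 1 gave 0.115 for hypoxia response and 0.261 for ribosome biogenesis, and called DNA replication, embryonic globins, erythropoietin receptor signalling, heme synthesis and late red cell genes (0.0420 each), and globin regulators and the unfolded protein response (0.0450 each). HP1 factors lost their call with quantile normalization (0.263), the mean of probe sets (0.223), the filter on dim probe sets (0.187) and Table S1's arrays (0.124, and 0.435 with quantile normalization), and ribosome biogenesis with quantile normalization (0.253, and 0.155 without replicate 1) and the filter on dim probe sets (0.187). Adult globins were called with the Y-linked covariate (0.0286), median centring (0.0211), the replicate block (0.0234) and trend and robust (0.0285). Median centring called erythropoietin receptor signalling (0.0328) and the unfolded protein response (0.0211), and the arrays of Table S1 called heme synthesis (0.0339) and late red cell genes (0.0366). With plain _at probe sets only, BCL11A co-repressors were called (0.0339). The cause was not tested.

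Relative to other genes, the list of G2 and mitosis turned from higher, not called (0.893), to lower and called without replicate 1 (0.0366), also with quantile normalization (0.00930). Fry, which tests against no change rather than against other genes, called it lower without replicate 1 (0.0450). DNA replication turned from lower, not called (0.604), to higher and called with plain _at probe sets only (0.0107). The cause was not tested. When each array was left out in turn, the adjusted p ranged from 0.0205 to 0.124 for HP1 factors, from 0.0366 to 0.977 for G2 and mitosis, from 0.0339 to 0.803 for heme synthesis, from 0.0366 to 0.865 for late red cell genes, from 0.0223 to 0.766 for hepatocytes and from 0.00353 to 0.0704 for ribosome biogenesis. Pogz+/+ replicate 1 decided the first 4 of these, Pogz−/− replicate 3 the hepatocytes and Pogz−/− replicate 1 ribosome biogenesis.

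Replicate numbers do not pair the arrays: the deviations of same-numbered arrays from their group means correlated at −0.0133 to 0.00412. With them as a block, 0 genes and probe sets were called, and camera called 7 lists, the 6 called without it and adult globins. Of the named genes' values under the alternatives, 1063 kept their side of the threshold and direction or were not called in either fit, 110 passed it where the 6 arrays did not, and none changed sign with a call. These came from trend and robust over 6 arrays (8) and with quantile normalization (4), and without replicate 1 alone (34), with quantile normalization (26) and with median centring (38).

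The splits of the arrays, 10 with the real one, are too few for a share under 0.05. Over 6 arrays with trend and robust, the real split called 22 genes and 17 probe sets, and the highest of the others 2 and 6, so that 1 split, the real one, was as large. Camera called 6 lists in the real split and at most 4 in another. Without replicate 1, the real split called 497 genes and 805 probe sets and the highest other 3 and 7. With limma's plain fit the real split called 0 genes and 0 probe sets, all 10 splits were as large, and the highest other called 0 and 1. Signal over background limits the dim genes: in genes with a mean log2 signal under 4, the median fold change was −0.72 over 6 arrays, −0.41 without replicate 1 as deposited and −0.06 without replicate 1 after quantile normalization.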

Differences from the paper's values

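The tests without Pogz+/+ replicate 1 that use trend and robust, and those over 6 arrays that join trend and robust with quantile normalization, were chosen only after the results were seen. The paper's Table S1 holds 1232 probe sets, 1042 up and 190 down, and its text gives 1062 genes, at a 1.5-fold change and a false discovery rate of 0.05. At the same cutoffs limma called 0 probe sets and 0 genes over all 6 arrays (5280 probe sets and 2389 genes had an unadjusted p under 0.05), and every alternative set before the data were examined still differed from each of these 4 counts, among them the methods' t-test (1 probe set, lower), trend and robust (17 probe sets, 22 genes), the arrays of Table S1 (0) and a 1.5-fold change with no p (21290 probe sets, 7672 genes). Of the fits chosen after seeing the values, the one without Pogz+/+ replicate 1 with trend, robust and quantile normalization gave 259 probe sets lower against the paper's 190, and drops 808 of the 1232 called by the paper. The one with median centring instead gave 1404 genes against the paper's 1062, and drops 358 of the 1232. Without either scaling it called 805 probe sets, and drops 744. The adjustment in Table S1 states 1685 tests, against 45037 here.

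For the genes that the paper names, Table S1 lists 36 probe sets, and all 36 had the same direction over 6 arrays. Table S1 follows from 2 Pogz+/+ arrays, whereas the values here are of 3, so the groups are not the same. The log2 difference was outside the larger of the replicate SD and the paper's error for 16. The paper's value was smaller in size for 9 of them. It was −0.63 in the paper for Bcl11a against −1.09 here, −1.87 in the paper for Gabpb2 against −2.90, −0.87 in the paper for Hbb-bh1 against −1.36, −0.71 in the paper for Idh2 against −1.27 and 0.75 in the paper for Kit against 1.28. It was −0.59 in the paper for Kmt2d against −0.88, 0.72 in the paper for Myb against 1.44, −0.74 in the paper for Tcf7l2 against −1.24 and −0.74 in the paper for Xpo7 against −1.33. The paper's value was larger for 7. It was 0.68 in the paper for Arid4a against 0.44 here, 0.69 in the paper for Egln1 against 0.27, 0.98 in the paper for Jak1 against 0.74, 0.91 in the paper for Jak2 against 0.59, 0.65 in the paper for 1 Msi2 probe set against 0.45, 0.87 in the paper for another against 0.19, and 0.73 in the paper for Npm1 against 0.51.

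Among the alternatives set before the data were examined, median centring brought within the paper's value Arid4a, Bcl11a, Egln1, Hbb-bh1, Idh2, Jak1, Jak2, Kmt2d, 1 of the 2 Msi2 probe sets (0.87 in the paper), Npm1, Tcf7l2 and Xpo7, but not Gabpb2, Kit, the other Msi2 probe set (0.65 in the paper) or Myb. Quantile normalization did so for Idh2, Kit, Npm1 and Xpo7 and for none of the other 12. The arrays of Table S1, taken to be those without Pogz+/+ replicate 1, did so for Bcl11a, Idh2, Jak1 and the second of these Msi2 probe sets only, and the Y-linked covariate for Xpo7 only. Leaving out Pogz+/+ replicate 2 did so for Arid4a and Npm1, Pogz+/+ replicate 3 for Arid4a and Jak1, Pogz−/− replicate 1 for Arid4a, Kit and Xpo7, Pogz−/− replicate 2 for Arid4a and Jak1, and Pogz−/− replicate 3 for Bcl11a, Idh2, Jak1, Kit, the same Msi2 probe set and Npm1. The filter on dim probe sets, trend and robust, the replicate block and the exclusion of X and Y genes left all 16 outside. Settings also moved outside probe sets that were within the paper's value over 6 arrays: 7 with the arrays of Table S1 (Add2, Apoe, Bmi1, Cbl, Cited2, Myc and another Msi2 probe set), so that 19 of 36 differed, 8 with median centring (12 differed) and 2 with quantile normalization (14 differed). Leaving out Pogz+/+ replicates 2 and 3 and Pogz−/− replicates 1, 2 and 3 in turn left 20, 18, 15, 15 and 12 of 36 differing, and the Y-linked covariate 16. Of the fits chosen after the results were seen, 19 differed without replicate 1 with trend and robust, 20 with quantile normalization added and 14 with median centring instead. The other fits were chosen after seeing the values. Without replicate 1, trend and robust brought within the paper's value the same 4 as the arrays of Table S1 and drops 744 of the paper's 1232 called probe sets; with quantile normalization added, it did so for Idh2, Jak1, Kit, the Msi2 probe set at 0.65 in the paper and Xpo7 and drops 808. With median centring instead, it did so for Bcl11a, Egln1, Gabpb2 (−2.24), Idh2, Jak1, Jak2, Kmt2d, both Msi2 probe sets, Npm1, Tcf7l2 and Xpo7 and drops 358. Over 6 arrays, trend and robust with quantile normalization did so for Idh2, Kit, Npm1 and Xpo7 and drops 1224. Myb stayed outside in every fit.

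The paper lists all 36 probe sets as changed. Limma's plain fit called 0 of them over 6 arrays, and trend and robust, set before the data were examined, called 3. Of the fits chosen after seeing the values, the one without replicate 1 with trend and robust called 21 and with quantile normalization 19. With median centring it called 27, among them those of Jak2 (0.83, adjusted p = 0.0223) and Id2 (1.26, adjusted p = 0.0173). The paper names Jak2 as higher. On its brightest probe set the value over 6 arrays was −0.01 (adjusted p = 0.988). On theirs, Bcl11a, Kit, Myb and Tfrc went the way the paper states (−0.42, 1.28, 0.58 and −0.37), none of them called. Table S1 does not list the brightest Jak2 probe set. The one that it lists was 0.59 over 6 arrays (adjusted p = 0.413), against 0.91 in the paper. For Bcl11a, Myb and Tfrc too, Table S1 lists a dimmer probe set (−1.09, 1.44 and −1.52 over 6 arrays). The paper's heatmap (Fig. 3A) shows Id2 lower in Pogz−/−, whereas Table S1 lists 1 of its probe sets as up, with a difference of 0.77 in the paper. Here that probe set was 1.88 over 6 arrays (adjusted p = 0.434) and 0.99 without replicate 1, and the brightest Id2 probe set was −0.07.

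The paper gives 3 Pogz+/+ arrays in its methods, in Fig. 3A and in its legend. Its Table S1 holds the values of 2: all 1232 Pogz+/+ SEMs end in 0 or 5 at the last decimal, as they do where 2 values were averaged, against 255 of the Pogz−/− SEMs.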

Other observations

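The tests of a lower share of late red cells, of granulocyte against B cell genes in each array and of probe sets that move apart were chosen only after the results were seen, as were the fits without Pogz+/+ replicate 1 with trend and robust.

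Lists of hepatocytes, endothelium and stroma, the interferon response, p53 targets and immediate early genes were not called by camera without Pogz+/+ replicate 1. Of 31 genes of hepatocytes and hepatoblasts the median log2 fold change without Pogz+/+ replicate 1 was −0.38, lower than all of 10000 random lists matched on signal. Only Afp, the serum protein of fetal hepatocytes, fell (by 0.66, adjusted p = 0.00879; 1 also adjusted over the list alone), a call lost after quantile normalization (−0.35, adjusted p = 0.290), and camera did not call the list (adjusted p = 0.218, and 0.845 with an estimated correlation). Of 25 genes of endothelium and stroma none passed, also adjusted over the list alone (median −0.30, inside the middle 95% of random lists matched on signal; camera adjusted p = 0.438, and 0.749 with an estimated correlation). Of 31 interferon response genes 1 rose, Rsad2, also adjusted over the list alone (camera adjusted p = 0.754, and 0.845 with an estimated correlation). Of 19 p53 targets 1 rose, the nuclease gene Aen, and of 22 immediate early genes 1 rose, Ier2, both with the same counts adjusted over the list alone (camera adjusted p = 0.212 and 0.709, and 0.655 and 0.845 with an estimated correlation).

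Of the lists of cell division, that of G2 and mitosis was called lower without Pogz+/+ replicate 1. Of 23 genes of G2 and mitosis 5 fell and none rose (10 fell adjusted over the list alone): the spindle proteins Hmmr (−0.52) and Kif2c (−0.57), the kinetochore protein Cenpf (−0.61) and the mitotic kinases Plk1 (−0.48) and Cdk1 (−0.55). Camera gave an adjusted p of 0.0366 (0.893 over 6 arrays, and 0.577 with an estimated correlation), and the 5 calls were lost after median centring (adjusted p from 0.124 to 0.373), where the list's median was 0.08. Of 27 genes of DNA replication 7 fell (10 adjusted over the list alone), among them the helicase subunit Mcm4 (−0.64), the ribonucleotide reductase subunit Rrm2 (−0.49) and the nuclease Fen1 (−0.50), all 7 calls being lost after median centring, and camera did not call the list (adjusted p = 0.0539, and 0.577 with an estimated correlation). Of 33 genes of ribosome biogenesis and MYC targets 4 rose, among them the nucleolar protein Nop58 (0.78) and the polymerase subunit Polr1b (0.98), and Odc1, the first enzyme of polyamine synthesis, fell (−0.77); adjusted over the list alone 8 rose and 2 fell (camera adjusted p = 0.0366, and 0.609 with an estimated correlation; 0.155 after quantile normalization). Of 22 HP1 and heterochromatin factors, which the paper's introduction ties to POGZ, 1 rose, Mga (0.92), also adjusted over the list alone (camera adjusted p = 0.124, 0.0248 over 6 arrays, and 0.408 over 6 arrays with an estimated correlation). Of 24 genes of the unfolded protein and integrated stress response Psat1 and Pdia3 rose and Asns and Hspa5 fell, the latter 2 not after quantile normalization (adjusted p = 0.150 and 0.331) (6 rose and 3 fell adjusted over the list alone; camera adjusted p = 0.114, and 0.564 with an estimated correlation). In Pogz+/+ replicate 1 the list of G2 and mitosis lay at the 0.19th percentile of random lists matched on signal, and that of DNA replication at the 2.70th.

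The paper's later measurements by real-time qPCR are of E16.5 FL, which was not analysed here. There the paper reports Bcl11a and Klf2 lower and the embryonic globins Hbb-y, Hbb-bh1 and Hba-x higher in Pogz−/−. At E14.5 without replicate 1 the log2 fold changes were −0.30 for Bcl11a, 0.46 for Klf2, −0.65 for Hbb-y, −1.36 for Hbb-bh1 and 0.34 for Hba-x, of which those of Hbb-y and Hbb-bh1 passed the test, that of Hbb-y not after quantile normalization. The Hbb-y probe set lay near the largest intensity of each array, so the size of its fall is uncertain. By flow cytometry of E15.5 FL the paper reports similar frequencies of myeloid and B cells in both genotypes with lower total numbers, and higher frequencies of the earliest erythroid cells (S0 to S2) in Pogz−/−. The E14.5 medians were 0.30 for granulocyte genes and −0.65 for B cell genes.

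Of 319 genes within 10 Mb of Pogz on chromosome 3, the median log2 fold change was −0.13 without replicate 1, and 4.39% were called, against 4.48% of all genes. Ratios of 3′ to 5′ signal differed between genotypes on average, with means on the log2 scale of 3.63 in Pogz+/+ and 1.96 in Pogz−/− for β-actin and of 3.34 and 2.32 for Gapdh.

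A hypothesis was that the lower late red cell genes come from a lower share of late red cells alone. The lists of every other cell type would then be higher together, but the B cell list was lower (camera adjusted p = 0.00106) while the granulocyte list was higher, calls that are both lost with an estimated correlation (0.564), and no single B cell gene passed. In each array, the median of granulocyte genes minus that of B cell genes was 4.34 to 4.58 in Pogz−/− and 3.09 to 3.49 in Pogz+/+, replicate 1 included (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). The 2 lists thus moved apart by more than their spread between arrays, which argues against it as the whole cause, unless RNA quality moved them. In Pogz+/+ the difference between granulocyte and B cell medians rose as the β-actin 3′ to 5′ ratio fell: 3.09 at 52.3, 3.35 at 6.63 and 3.49 at 5.50. It was higher still in Pogz−/−, where the ratios were lower. Within Pogz−/− it went the other way (4.58 at 4.09 and 4.34 at 3.72), so a part of RNA quality stays open. A second hypothesis was that RNA quality that differs by genotype may set probe sets of 1 gene apart. Within genes, probe sets higher in Pogz+/+ replicate 1 than in 1 other Pogz+/+ array were lower in Pogz−/− than in the remaining one after quantile normalization, with the weaker of the 2 correlations at r = −0.24 (−0.25 in the other pairing) across 12835 probe sets that are not independent replicates. This is consistent with RNA quality as a source of part of the differences between probe sets, which the arrays do not separate from genotype.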
